# Retinoic acid-induced upregulation of miR-219 promotes the differentiation of embryonic stem cells into neural cells

**DOI:** 10.1038/cddis.2017.336

**Published:** 2017-07-27

**Authors:** Haibo Wu, Jiamin Zhao, Beibei Fu, Songna Yin, Chao Song, Jingcheng Zhang, Shanting Zhao, Yong Zhang

## Abstract

MicroRNAs (miRNAs) regulate critical cell processes, such as apoptosis, proliferation, and development. However, the role of miRNAs in embryonic stem cell (ESC) neural differentiation induced by retinoic acid (RA) and factors that govern neural directional differentiation remain poorly understood. In this study, we demonstrated that miR-219 is sufficient in promoting mouse ESCs to undergo neural differentiation. We discovered that *Foxj3* and *Zbtb18*, two target genes of miR-219, are not able to determine the process of RA-induced differentiation, however they prevent ESCs from differentiating into neural cells. We identified four downstream genes, namely, *Olig1*, *Zic5*, *Erbb2*, and *Olig2*, which are essential to the gene interaction networks for neural differentiation. These data explain the mechanism of RA-induced neural differentiation of mESCs on the basis of miRNAs and support the crucial role of miR-219 in neurodevelopment.

MicroRNAs (miRNAs) are a class of non-coding, single-stranded, and 22–25-nucleotide RNA molecules that negatively regulate gene expression in plants and animals.^1^ MiRNAs mainly pair with the 3′-untranslated regions (UTRs) of a target gene and consequently degrade the target mRNA or inhibit translation. MiRNAs are involved in the regulation of embryonic development, apoptosis, and proliferation.^2, 3, 4, 5, 6, 7^ Moreover, some miRNAs, as oncogenes or tumor suppressor genes, are closely related to tumor formation.^8, 9, 10, 11^

All-trans retinoic acid (RA), a metabolic compound derived from Vitamin A, is important in cellular differentiation and neurogenesis.^12, 13, 14, 15, 16, 17^ RA is the most used morphogen for producing neural progenitor cells and neurons from pluripotent stem cells *in vitro.*^18, 19, 20, 21^ The action of RA on differentiation is probably mediated by RA receptors (RARs) in the nucleus. This action is done through the binding of the receptors to DNA sequences located in the promoter regions of RA-responsive genes.^17, 22, 23^ Furthermore, the molecular signaling pathways involved in neuronal differentiation are complex. The specific mechanism of RA-induced neural differentiation in pluripotent stem cells is not well characterized, and the role of miRNAs in this process remains unknown.^24, 25, 26^

Forkhead box J3 (*Foxj3*) belongs to a gene family of transcription factors that regulate skeletal muscle and peripheral artery developments.^27, 28^ Meanwhile, zinc-finger and BTB domain containing 18 (*Zbtb18*), also known as *Zfp238*, is involved in skeletal muscle differentiation and myogenesis.^29, 30^ When combined with PDGFR*α* and Sox6, Foxj3 and Zbtb18 can control oligodendrocyte differentiation and myelination.^31^ However, the roles of Foxj3 and Zbtb18 in stem cell differentiation are poorly understood. In this study, we demonstrated that miR-219 can promote embryonic stem cells (ESCs) to differentiate into neural cells, and *Foxj3* and *Zbtb18*, as targets of miR-219, are dominant factors in neural differentiation. These results provide a theoretical basis for RA application in ESC research and make a contribution to the understanding of neural regulatory networks.

## Results

### RA-induced miRNA expression changes in ESCs

RA is widely used to induce neurogenesis.^18, 19, 20^ We determined whether or not miRNAs are involved in RA-induced neural directional differentiation by performing an array-based miRNA profiling on mouse J1 ESCs (gene expression omnibus (GEO) accession number: GSE54145; all tested miRNAs sorted by names are listed in Supplementary Data s03). The results showed that 43 miRNAs were upregulated and 281 miRNAs were downregulated after 48 h of RA treatment in ESCs. Of the 43 upregulated miRNAs (Supplementary Table S1), 18 exhibited more than a five-fold change, and five other miRNAs that are well known to be functionally related with development were then confirmed by qRT-PCR.^32, 33, 34^ Consistent with the microarray findings, the 18 changed miRNAs were upregulated by RA treatment at varying degrees(Figure 1a). Three of them, namely, miR-10a-5p, miR-219-5p, and miR-219-2-3p, showed highly significant fold changes. As previously reported, RA-induced differentiation of mESCs is powerful and irreversible, and the first 36–48 h of induction is critical.^12^ Consequently, the expression levels of these three significantly changed miRNAs were detected at different time points during RA induction (Figures 1b–d). The results showed that miR-219 was dramatically and highly expressed during the initial 48 h, and its expression decreased gradually over time (Figure 1c). This result was verified in D3 and B6 ESCs (Supplementary Figure S1A), suggesting that miR-219 plays an important role in RA-induced ESC differentiation.

### MiR-219 mediates ESCs to differentiate into neural cells

Next, miR-219 mimics and inhibitors were used to investigate whether or not miR-219 is involved in RA-induced differentiation. The validity of miR-219 mimics and inhibitors were verified in Figure 2a. As expected, the mESCs differentiated into neural-type cells 48 h after transfection of miR-219 mimics. The stem cell marker *Oct4* was reduced considerably, whereas *Nestin* (a marker for neural stem cells), and *Map2* and *Tuj1* (markers for neural cells) were increased (Figures 2b–d). Furthermore, the ESCs transfected with miR-219 inhibitors resisted the RA-induced neural differentiation. As shown in Figures 2e–g, the miR-219 inhibitors blocked the RA-induced upregulation of *Nestin*, *Map2*, and *Tuj1*. The ESCs were differentiated after RA treatment regardless of the presence of miR-219 inhibitors, as characterized by the decreased Oct4 and loss of tight colony morphology (Figure 2g). Interestingly, the miR-219 inhibitors prevented ESCs from differentiating in a neural directional manner (Figures 2e–g; Supplementary Figures S1B–E). These findings suggested that miR-219 mediates ESCs to differentiate into neural cells.

### Foxj3 and Zbtb18 are the targets of miR-219

To investigate the underlying mechanism, we examined the potential targets of miR-219 by searching the PicTar, miRanda, and targetScan databases. Among the candidate targets, the 3′-UTR of mouse *Foxj3* and *Zbtb18* contains putative regions that match the miR-219 seed sequence, which is conserved in humans and rats (Figure 3a). To confirm the predicted results, the 3′-UTRs of *Foxj3* and *Zbtb18* containing the putative regions were amplified and inserted into the psicheck-2 vector. They were then transfected to NIH/3T3 fibroblast cell line for dual luciferase reporter (DLR) assays. As shown in Figure 3b, the miR-219 mimics dramatically suppressed the activities of wild-type (WT) 3′-UTRs of *Foxj3* and *Zbtb18*. By contrast, the double mutation type (MUT) group (site 1+2 mut) with mutated seed sequences was unaffected. qRT-PCR and western blot were performed to examine the mRNA and protein levels of *Foxj3* and *Zbtb18* in ESCs transfected with miR-219 mimics or inhibitors. The results showed that the miR-219 mimics considerably decreased the protein levels of *Foxj3* and *Zbtb18* rather than the mRNA levels of these genes (Figures 3c–e). Thus, miR-219 regulates the expression levels of *Foxj3* and *Zbtb18* at the post-transcriptional level. These results indicated that *Foxj3* and *Zbtb18* are the targets of miR-219.

### Foxj3 and Zbtb18 prevent ESCs from differentiating into neural cells

MiR-219 promotes the neural differentiation ESCs (Figures 2e–g), targeting *Foxj3* and *Zbtb18* (Figures 3b–d). We then investigated whether or not Foxj3 and Zbtb18 are involved in neural differentiation. Foxj3 and Zbtb18 were transiently transfected to ESCs, and the relative abundance of *Nestin* was detected. As expected, the Foxj3 or Zbtb18 disrupted the upregulation of *Nestin* after the miR-219 mimics treatment. Particularly, the synergistic effect of Foxj3 and Zbtb18 returned *Nestin* expression to basal levels (Figures 4a and b; Supplementary Figures S1F–K). Knockdown experiments were then conducted with small interfering RNA (siRNA) to verify the results. The results showed that *Nestin* expression was upregulated from 3.5- to 4.5-fold when Foxj3 or Zbtb18 was knocked down, and knockdown of both Foxj3 and Zbtb18 at one time intensified neural differentiation (Supplementary Figures 4C, D). These results suggested that Foxj3 and Zbtb18 prevent the differentiation of ESCs into neural cells. The ES cell lines that stably expressed Foxj3 and Zbtb18 were produced by pCDH-Puro-Foxj3/Zbtb18 lentivirus to investigate the functional roles of Foxj3 and Zbtb18 in neural differentiation. The resulting cell lines were used for *in vitro* differentiation under RA treatment. Compared with normal ESCs, Foxj3/Zbtb18-overexpressing (OE) ESCs differentiated but not in a neural directional manner, as characterized by morphology and the expression levels of neural markers *Tuj1* and *NeuN* (Figure 4e).

Teratoma formation tests in nude mice were performed to confirm this finding. The Foxj3/Zbtb18-OE ESCs were pretreated with RA for 48 h and injected into nude mice to generate teratomas. The teratomas were harvested 14 days later for further examination. The hematoxylin/eosin- (H&E) stained samples showed that the RA-pretreated ESCs tend to form neuronal-like tissues (Supplementary Table S2, pretreated 38.9% *versus* untreated 12.2%), and the neuronal differentiation potential of ESCs was mostly suppressed by Foxj3 and Zbtb18 (Supplementary Table S2, pretreated Foxj3/Zbtb18-ESC 5.56% *versus* pretreated ESC 38.9% representative neural-like tissues are shown in Supplementary Figure S2). Moreover, the Foxj3/Zbtb18-ESCs pretreated with RA retained the ability to form epidermis-like tissues (Figure 4f), suggesting that Foxj3 and Zbtb18 affected neuroectodermal development rather than the development of the entire ectoderm. In addition, the Foxj3/Zbtb18-OE ESCs generated less ectoderm-specific tissues (21.1% *versus* 52.2%) and more mesoderm-specific (24.4% *versus* 13.3%) and endoderm-specific (28.9% *versus* 15.6%) tissues (Supplementary Table S2) compared with RA-pretreated ESCs. We then tested the expression levels of mesoderm-specific (Brachyury, Flk1) and endoderm-specific (Sox17, Foxa2) markers in ESCs treated with RA or miR-219 antagomirs. The results showed that the increase in the expression levels of the mesoderm- and endoderm-specific markers in ESCs transfected with miR-219 antagomirs were larger than that in the RA-treated cells (Supplementary Figure S3). These data indicated that RA-induced ESCs tend to differentiate into mesodermal and endodermal cells upon miR-219 inhibition.

To elucidate the role of miR-219-Foxj3/Zbtb18 in the regulation of neural induction *in vivo*, we examined the effects of miR-219 and Foxj3/Zbtb18 on developing embryos between egg-cylinder and primitive streak stages. MiR-219 agomirs or Foxj3/Zbtb18 mRNAs were injected into the zygote cytoplasm. Microinjected embryos that reached the blastocyst stage were transferred to pseudopregnant female recipients. The Oct4 and Nestin expression patterns in the serially sectioned E6.5–E7.5 embryos were then examined by immunohistochemistry analysis (Figure 5). At E6.5, Nestin expression in the miR-219-injected embryos occurred earlier than the control group (Figures 5A). At E7.5, the differences between the control and miR-219-injected embryos became more apparent. Approximately 27.8% (15/54) of the miR-219-injected embryos were resorbed or had no significant progress in their development, and 38.9% (21/54) of the embryos showed varying degrees of overdevelopment in the anterior region. This finding was supported by the immunohistochemistry analysis results. In the WT embryos, Oct4 was restricted in the posterior region, and Nestin was expressed in the anterior region because of forebrain formation (Figures 5B, a and b). However, Oct4 disappeared and Nestin was detected in the entire ectoderm of the miR-219-injected embryos (Figures 5B, c and d). These results indicated that miR-219 induces neural development in the mouse embryos. On the contrast, embryos injected with Foxj3/Zbtb18 mRNAs formed egg cylinders at E6.5 (Figures 5A, e and f), but 48.8% (40/82) of the sectioned embryos showed quick degeneration and various abnormal phenotypes, 23.2% (19/82) of the embryos were resorbed completely or left a trace of residual pyknotic tissue by E7.5 (Figure 5B, e and f; Supplementary Figure S4). The extremely high rate of mutants in the miR-219- and Foxj3/Zbtb18-injected embryos implied that the normal expression of Foxj3/Zbtb18 is crucial in early embryonic development in mice.

### Olig1 and Olig2 are important in miR-219-mediated neural differentiation

The total mRNAs of Foxj3-ES and Zbtb18-ES were extracted and used for RNA-seq and transcriptome analyses to understand the specific mechanism by which Foxj3 and Zbtb18 control neural differentiation of ESCs. 

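RNA was sequenced from 3 groups of undifferentiated J1 cells, a mouse ESC line that was grown without feeder cells in the presence of LIF. Foxj3-ES and Zbtb18-ES were made with lentivirus that carried the coding sequence of Foxj3 or Zbtb18, and the control ESCs were labelled wild type. Each group had 3 libraries of total RNA that were sequenced on an Ion Proton. The paper says of all its data that they come from at least 3 independent experiments, but its text and the sample labels do not say of these libraries whether the 3 of a group came from separate cultures, so the p-values measure only the spread between these samples. The deposited values were RPKM, reads scaled by gene length and library, here by the upper quartile of each library (UQRPKM), for 44788 genes. The processing notes of the submitters name the mm10 genome and DESeq, and the aligner and the counting step are not given in the sources used here. The number of reads was estimated from the steps between low values, since the values of 62.2% of the 29794 expressed genes were whole multiples of one step within a tolerance of 0.001. The control libraries held about 24360000, 26510000 and 26370000 reads in genes of known length, the Foxj3-ES libraries 19290000, 21480000 and 23750000, and the Zbtb18-ES libraries 24490000, 27080000 and 21410000. Depending on the library, 1 read in a gene of 2000 bases was worth a UQRPKM of 0.235 to 0.367. Fold changes were taken on the scale of log2(UQRPKM + 1), which understates the changes of genes with low values. limma was fitted to the 22268 genes with a UQRPKM of at least 1 in at least 3 of the 9 libraries, with all 9 libraries in 1 fit, and p-values were adjusted by the Benjamini-Hochberg method. Genes were counted as changed 2-fold at an adjusted p under 0.05 and a fold change of at least 2, and single genes and members of gene lists at an adjusted p under 0.05. In data simulated for the comparison of Foxj3-ES with control, the test at an adjusted p under 0.05, without the fold limit, found 50% of 100 genes changed 2-fold and 86% of 100 genes changed 4-fold. In the comparison of Zbtb18-ES with control it found 46% and 90%. Only 200 genes were changed in each simulation, all with a mean on the log2 scale of at least that of a UQRPKM of 10. In the real comparisons 3241 and 2629 genes passed this threshold, so the shares found may differ there. Control replicate 2 stood apart from the other controls, with a correlation across genes of 0.955 and 0.956 to them, against 0.985 between those. Within Foxj3-ES such correlations were 0.958 to 0.965 and within Zbtb18-ES 0.959 to 0.966, only slightly higher than those of control replicate 2. In control replicate 2, protein-coding genes in the tenth with the highest GC content lay higher than those in the tenth with the lowest by a log2 difference of 1.00, against -0.01 and 0.06 in the other controls.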

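The transcript of neither targeted gene passed the test for a rise in its own line. Foxj3, a forkhead transcription factor gene on chromosome 4 of GRCm38 (mm10) from 119537004 to 119629119, had a UQRPKM of 128 ± 15.6 (SD, n = 3 libraries) in control ESCs and 155 ± 31.1 (SD, n = 3) in Foxj3-ES. This is a log2 fold change of 0.26 (standard error 0.18, adjusted p = 0.388 from limma), and it was -0.09 when every library was rescaled to the same sum. The Foxj3-ES libraries stood at 119.2, 168.4 and 176.7 against 123.9, 145.1 and 114.7 in the controls (two-sided exact permutation test, p = 0.3, where 3 libraries against 3 allow no p below 0.1). In Zbtb18-ES, Foxj3 stood at 95.5 ± 8.74 (SD, n = 3), and its log2 difference from Foxj3-ES was -0.67 (adjusted p = 0.123 from limma). Zbtb18, a zinc finger transcription factor gene on chromosome 1 from 177442351 to 177450764, had values of 46.4, 65.4 and 49.0 in the controls and of 34.9, 129.1 and 57.0 in Zbtb18-ES. Its log2 fold change in Zbtb18-ES was 0.26 (standard error 0.39, adjusted p = 0.715 from limma; two-sided exact permutation test, p = 0.8), and without Zbtb18-ES replicate 2 it was -0.24. In Foxj3-ES, Zbtb18 stood at 38.5 ± 2.18 (SD, n = 3), a log2 fold change of -0.45 (adjusted p = 0.48). The estimated reads per library were 779 to 1415 for Foxj3 and 257 to 1357 for Zbtb18. The upper 95% confidence bound of the log2 fold change was 0.67 for Foxj3 and 1.13 for Zbtb18. A construct with the coding sequence alone would add reads to 39.0% of the length of the Foxj3 transcript and to 31.7% of that of Zbtb18, so a rise of the coding RNA is diluted in a value for the whole gene.

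**Figure D1:**
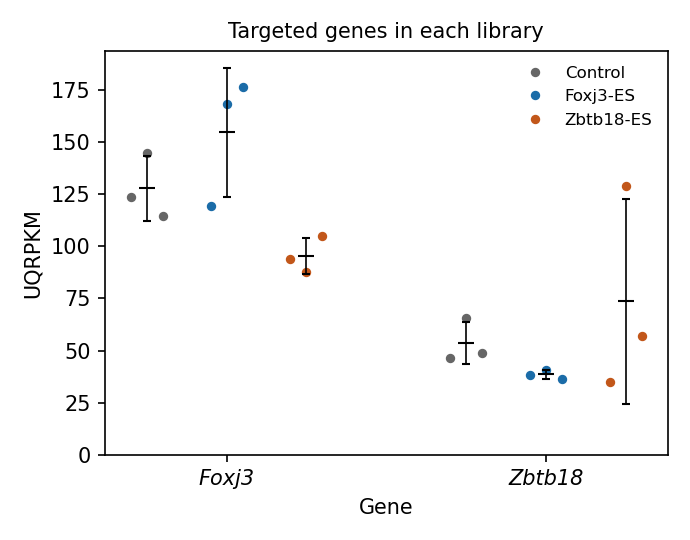
UQRPKM of Foxj3 and Zbtb18 (vertical axis) in control ESCs, Foxj3-ES and Zbtb18-ES (horizontal axis). Points are single libraries and bars are means ± SD of 3 libraries, and the point at 129.1 for Zbtb18 is Zbtb18-ES replicate 2.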

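S100a6 and Krtdap were among the genes that rose most in both lines, and the immediate early gene Egr1 fell in both. S100a6 encodes a calcium-binding protein and lies on chromosome 3 from 90612882 to 90624181. Its UQRPKM was 747 ± 239 (SD, n = 3 libraries) in control ESCs, 5950 ± 960 (SD, n = 3) in Foxj3-ES and 7288 ± 3152 (SD, n = 3) in Zbtb18-ES, with log2 fold changes of 3.03 and 3.25 (standard error 0.30 for each, adjusted p = 0.000641 and 0.000632 from limma). Krtdap, a gene of differentiating keratinocytes, rose by a log2 fold change of 3.57 in Foxj3-ES and 4.10 in Zbtb18-ES (standard error 0.56 for each, adjusted p = 0.00385 and 0.00315). Tagln, which encodes an actin-binding protein of smooth muscle and fibroblasts, rose from 13.1 ± 6.72 to 162 ± 45.0 in Foxj3-ES and to 57.8 ± 29.7 in Zbtb18-ES, with adjusted p = 0.00118 and 0.015. Ankrd66 rose in both lines too, by 2.86 and 2.74 on the log2 scale (adjusted p = 0.00322 and 0.00529). Among the 8 genes that rose most in Foxj3-ES were also Med9os, Dbil5, Cited1 and Dll4, a Notch ligand gene, with log2 fold changes of 2.94 to 4.15. Med9os lies antisense to Med9, and reads of the pair cannot be told apart unless counting used the strand. The mesothelin gene Msln rose from 54.9 ± 9.11 to 422 ± 41.7 in Zbtb18-ES, whereas its log2 fold change in Foxj3-ES was 0.09 (adjusted p = 0.856). The difference of Msln between the lines passed the test as well (log2 difference 2.83, standard error 0.27, adjusted p = 0.00207). Spink10, Fhit, Akr1c18, Anxa1 and Lgals3 were the other genes that rose most in Zbtb18-ES, with log2 fold changes of 2.96 to 3.86. Egr1, an immediate early transcription factor gene, fell from 112 ± 15.4 to 15.6 ± 7.02 in Foxj3-ES and to 17.1 ± 7.49 in Zbtb18-ES (log2 fold changes -2.85 and -2.72, standard error 0.39 for each, adjusted p = 0.00214 and 0.00368). Tmem151b, a membrane protein gene, fell by 3.04 and 2.77 on the log2 scale, and Esp38 by 4.03 and 4.15. In Foxj3-ES, Lcat fell by 3.23 on the log2 scale. The other genes that fell most in Foxj3-ES were of tRNA or small nucleolar RNA, and Snord73a, TrnC, n-Tc56 and Trnad-guc among them were listed at 0 in all 3 Foxj3-ES libraries, so no fold change is given. The falls of TrnC, TrnR and n-Ty6 no longer passed the test without control replicate 1 or some of the other libraries, with adjusted p up to 0.0954, 0.0756 and 0.0525. In Zbtb18-ES, Cela2a fell by 2.87 and the histone gene Hist1h2ap by 2.80 on the log2 scale, and Snora78 was listed at 0 in all 3 libraries. Hist1h4f, which shares sequence with other histone genes, fell by 2.89 there, and its adjusted p rose from 0.0262 to 0.0885 without Zbtb18-ES replicate 3. The falls of Hist1h4f and Snora78 ended without control replicate 1 or Zbtb18-ES replicate 1 as well, that of Hist1h4f also without control replicate 2 and that of Snora78 without Zbtb18-ES replicate 3, and the adjusted p of Snora78 reached 0.0636 without control replicate 1, and was 0.0509 after a correction for GC content and length.
Of the genes tested by limma, 1627 were changed 2-fold in Foxj3-ES (913 higher and 714 lower) and 1346 in Zbtb18-ES (674 higher and 672 lower). Between the lines, 65 genes were higher and 56 lower in Zbtb18-ES than in Foxj3-ES. For 1619 of the 1627 genes and 1344 of the 1346 genes, no library of the line lay within the range of the controls, and these genes had been chosen by the test on the same libraries. The numbers fell to 1079 in Foxj3-ES without control replicate 1, and in Zbtb18-ES to 880 without control replicate 1, 893 without Zbtb18-ES replicate 1 and 826 without Zbtb18-ES replicate 3. The 121 genes of Zbtb18-ES against Foxj3-ES became 185 without Control replicate 2, 66 without Control replicate 3, 34 without Foxj3-ES replicate 1, 22 without Foxj3-ES replicate 2, 53 without Zbtb18-ES replicate 2 and 27 without Zbtb18-ES replicate 3. The balance of rises and falls depended on the scaling of the libraries. When each library was rescaled to the same sum, the median of all genes moved to -0.35 in Foxj3-ES and -0.16 in Zbtb18-ES on the log2 scale, with 500 genes higher and 2061 lower in Foxj3-ES and 543 higher and 1129 lower in Zbtb18-ES. Genes that the file types as mRNA made up 38.3% of the higher and 76.2% of the lower genes in Foxj3-ES, and 46.6% and 85.3% in Zbtb18-ES, against 67.6% of those tested. Symbols of predicted genes or pseudogenes made up 65.1% of the higher genes in Foxj3-ES and 54.5% in Zbtb18-ES, against 18.5% and 12.2% of the lower genes and 30.5% of those tested, and these can share reads with the genes they were copied from. In a fit of the genes typed as mRNA alone, chosen after these values were seen, 403 were higher and 639 lower in Foxj3-ES, and 383 were higher and 686 lower in Zbtb18-ES. The same way in both lines, 375 genes were higher and 266 lower, and 2 changed in opposite ways. Independent lists of these lengths would share 27.6 higher and 21.5 lower genes. All 9 libraries were also simulated 100 times with no gene changed, and both comparisons used the same simulated controls. The mean number of shared genes was 0.01 there. Hardly any gene can be called in such data, so this number cannot show what the shared controls add to the overlap. The fold changes of the lines had a correlation of 0.64 across genes, which are not independent replicates, against 0.50 in the simulations. Their covariance was 0.377 against 0.0982, a difference of 0.279. The 3 controls cannot be split into parts of at least 2, so part of the overlap may come from the shared controls.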

Compared with control, 1331 genes were differentially expressed (*P<*0.05) by two-fold in the Foxj3-ESCs (557 were underexpressed and 774 were overexpressed), and 1175 genes were differentially expressed (*P<*0.05) by two-fold in Zbtb18-ESCs (548 were underexpressed and 627 were overexpressed). 

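Some genes of naive pluripotency and of Nodal signalling fell in both lines, and as lists they passed camera at a preset correlation but not at an estimated one. Klf4, which helps to hold ESCs in the naive state, lies on chromosome 4 from 55527143 to 55532466. Its UQRPKM was 912 ± 45.0 (SD, n = 3 libraries) in control ESCs, 224 ± 24.2 (SD, n = 3) in Foxj3-ES and 303 ± 42.6 (SD, n = 3) in Zbtb18-ES, with log2 fold changes of -2.02 and -1.59 (standard error 0.14 for each, adjusted p = 0.000125 and 0.000493 from limma). Of 17 genes of naive pluripotency, 6 fell in Foxj3-ES and 6 in Zbtb18-ES (11 and 9 adjusted over the list alone), with adjusted p = 3.72e-06 and 0.00183 from camera at a preset correlation and adjusted p = 0.321 and 0.443 at an estimated correlation. Gbx2 fell by 2.64 on the log2 scale in Foxj3-ES (adjusted p = 0.00584), and its fall of 1.97 in Zbtb18-ES had an adjusted p of 0.0224, which reached 0.0642 without control replicate 2 and also exceeded 0.05 without control replicate 1 or 3 or Zbtb18-ES replicate 3. Socs3, a target of LIF signalling, fell from 1057 ± 138 to 365 ± 62.3 and 437 ± 16.0. Its log2 fold change in Zbtb18-ES was -1.26, and -0.81 after a correction for GC content and length (adjusted p = 0.00436 from limma). Of 15 genes of core pluripotency, 5 fell in Foxj3-ES (5 adjusted over the list alone; camera adjusted p = 0.0412, adjusted p = 0.443 at an estimated correlation, and 0.0899 without Foxj3-ES replicate 1). In Zbtb18-ES 5 fell and 1 rose (8 and 4 adjusted over the list alone; adjusted p = 0.0686). Nanog fell from 2324 ± 323 to 828 ± 163 and 1216 ± 143 (adjusted p = 0.00117 and 0.011), whereas Pou5f1, which encodes Oct4, stood at 13684 ± 419 in control ESCs with log2 fold changes of 0.39 and 0.44 (adjusted p = 0.144 and 0.116), and of -0.25 in Foxj3-ES after quantile normalization. Sall4 fell by 1.23 and 1.30 on the log2 scale, and its adjusted p of 0.0157 in each line rose to 0.059 without Foxj3-ES replicate 1 and to 0.0509 without Zbtb18-ES replicate 1. Lin28a fell by 1.53 on the log2 scale in Zbtb18-ES (adjusted p = 0.000892) and by 0.71 in Foxj3-ES, where adjusted p = 0.0154 rose to 0.0541 without Foxj3-ES replicate 1. Sox2 fell by 0.62 in Foxj3-ES (adjusted p = 0.0321), which no longer passed without control replicate 2 or 3 or Foxj3-ES replicate 1 or 2 (up to 0.1), and its log2 fold change in Zbtb18-ES was -0.56 (adjusted p = 0.0539). Of 12 genes of Nodal signalling, 5 fell in Foxj3-ES and 4 in Zbtb18-ES (8 and 5 adjusted over the list alone), with camera adjusted p = 5.17e-05 and 0.00211 and adjusted p = 0.112 and 0.251 at an estimated correlation. Lefty2, a Nodal antagonist and target gene, fell from 228 ± 32.3 to 44.8 ± 11.2 in Foxj3-ES and to 106 ± 3.43 in Zbtb18-ES. Lefty1 fell by 2.23 and 1.34 on the log2 scale, and the adjusted p of 0.0146 in Zbtb18-ES rose to 0.0524 without Zbtb18-ES replicate 3. Of 11 genes of the formative and primed epiblast, 1 fell in Foxj3-ES (Foxd3; 1 adjusted over the list alone; camera adjusted p = 0.401, and adjusted p = 0.691 at an estimated correlation) and 4 fell in Zbtb18-ES (4 adjusted over the list alone; adjusted p = 0.00377, and adjusted p = 0.261 at an estimated correlation). The call of Foxd3 ended without any control library or Foxj3-ES replicate 1 or 2 (adjusted p up to 0.0913), and after a correction for GC content and length (0.0684). Lef1, a Wnt effector gene, stood at 33.6 ± 4.55 in control ESCs and 30.7 ± 6.29 in Foxj3-ES and fell to 6.46 ± 0.877 in Zbtb18-ES. Pou3f1 fell by 1.73 on the log2 scale in Zbtb18-ES (adjusted p = 0.0053), and by 0.78 after that correction (adjusted p = 0.115).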

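Of the lists of neural cell types, that of neural progenitors passed camera at a preset correlation in Zbtb18-ES, and in Foxj3-ES some genes of neurons rose and another fell. These lists do not hold the 17 candidate genes of the study, of which 16 fell in both lines. Of 24 genes of neural progenitors, 1 fell in Foxj3-ES (0 adjusted over the list alone; camera adjusted p = 0.401, and adjusted p = 0.739 at an estimated correlation) and 2 fell in Zbtb18-ES (2 adjusted over the list alone; adjusted p = 0.0398, and adjusted p = 0.471 at an estimated correlation). The list in Zbtb18-ES no longer passed without control replicate 2 (0.14) or Zbtb18-ES replicate 2 (0.077), or after the correction for GC content and length (0.47). Sox1, an early neural transcription factor gene, stood at 30.7 ± 9.19 (SD, n = 3 libraries) in control ESCs, 9.13 ± 10.7 (SD, n = 3) in Foxj3-ES and 4.48 ± 1.41 (SD, n = 3) in Zbtb18-ES (log2 fold changes -2.13 and -2.53, standard error 0.62 for each, adjusted p = 0.0459 and 0.0283 from limma). Its call in Foxj3-ES ended without any of the libraries except Foxj3-ES replicate 1 (adjusted p up to 0.129), and that in Zbtb18-ES without any control or Zbtb18-ES library (up to 0.0843). After the correction its log2 fold changes were -1.76 and -2.07 (adjusted p = 0.0918 and 0.0644). Sox3 fell by 1.99 on the log2 scale in Zbtb18-ES (adjusted p = 0.0138, and 0.0527 without control replicate 3), and by 0.98 after the correction (adjusted p = 0.106). Nes, which encodes Nestin, stood at 23.7 ± 7.86 in control ESCs, 12.4 ± 1.64 in Foxj3-ES and 16.3 ± 3.01 in Zbtb18-ES (log2 fold changes -0.84 and -0.48, adjusted p = 0.107 and 0.368), and it passed in Foxj3-ES after rescaling to the same sum (-1.17, adjusted p = 0.0218). Of 22 genes of neurons, Stmn2, Gap43 and Gad1 rose and Mapt fell in Foxj3-ES (3 and 1 adjusted over the list alone; camera adjusted p = 0.162, and adjusted p = 0.558 at an estimated correlation). The call of Gad1 ended whichever library was left out (adjusted p up to 0.123). Stmn2, a gene of growing axons, rose from 2249 ± 209 to 6216 ± 398 in Foxj3-ES and stood at 3486 ± 1132 in Zbtb18-ES (adjusted p = 0.00374 and 0.132). In Zbtb18-ES, Tubb3 and Nefh fell (2 adjusted over the list alone; camera adjusted p = 0.591, and adjusted p = 0.796 at an estimated correlation). Tubb3, which encodes the antigen of the Tuj1 antibody, fell from 496 ± 138 to 199.5 ± 73.0 in Zbtb18-ES (adjusted p = 0.0118) and stood at 369 ± 31.4 in Foxj3-ES (adjusted p = 0.336). Nefh fell by 1.05 on the log2 scale, and its adjusted p of 0.0287 exceeded 0.05 without control replicate 2 or 3 or Zbtb18-ES replicate 1 or 3 (up to 0.0926), and after the correction its log2 fold change was -0.52 (adjusted p = 0.0921). Rbfox3, which encodes NeuN, had log2 fold changes of -0.83 and -1.55 (adjusted p = 0.409 and 0.132). Map2 stood between 0.557 and 1.51 in the 9 libraries. Of 11 genes of the oligodendrocyte lineage, Myrf fell in Zbtb18-ES (1 adjusted over the list alone; camera adjusted p = 0.137, and adjusted p = 0.411 at an estimated correlation), and in Foxj3-ES limma called 0, with 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.323). Olig1 and Olig2 are not on this list, and both fell in both lines. Of 6 genes of astrocytes, Nfib, Aldoc and Gja1 rose in Foxj3-ES (3 adjusted over the list alone; camera adjusted p = 0.148), and Gja1 rose and Gfap fell in Zbtb18-ES (1 and 1 adjusted over the list alone; camera adjusted p = 0.357). The rise of Nfib ended without any control or Foxj3-ES library (adjusted p up to 0.077), and that of Gja1 in Foxj3-ES without control replicate 1 or 3 or Foxj3-ES replicate 3 (up to 0.0969). Gfap fell by 2.17 on the log2 scale in Zbtb18-ES, and its adjusted p of 0.0354 exceeded 0.05 without any control library or Zbtb18-ES replicate 1 or 2 (up to 0.105).
Few genes of mesoderm changed, and none of definitive endoderm. Of 20 genes of mesoderm, T, Mixl1 and Eomes fell in Foxj3-ES (3 adjusted over the list alone; camera adjusted p = 0.859) and Mixl1 and Gata2 in Zbtb18-ES (2 adjusted over the list alone; camera adjusted p = 0.362). The calls in Foxj3-ES did not hold when some single libraries were left out. Without control replicate 1 the adjusted p was 0.131 for Mixl1 and 0.151 for Eomes. Their log2 fold changes moved little there, from -1.63 to -1.53 and from -0.73 to -0.66. The call of Mixl1 ended also without control replicate 2 or 3, Foxj3-ES replicate 1 or 2 or Zbtb18-ES replicate 1 or 3, and that of Eomes without control replicate 2 or 3, Foxj3-ES replicate 1 or 3 or Zbtb18-ES replicate 3, and after the correction for GC content and length (0.0981). In Zbtb18-ES the calls of Mixl1 and Gata2 ended without any control library or Zbtb18-ES replicate 1 or 3 (up to 0.107 and 0.0635), and that of Gata2 after the correction (0.0597). T, which encodes Brachyury, stood at 3.20, 3.35 and 3.37 in the controls, was listed at 0 in all Foxj3-ES libraries and stood at 3.78, 0.418 and 1.09 in Zbtb18-ES, and its adjusted p of 0.0182 in Foxj3-ES exceeded 0.05 without control replicate 1 or 3 or Foxj3-ES replicate 1 (up to 0.0596). Of 10 genes of definitive endoderm, limma called 0 in either line, with 0 in Foxj3-ES and 3 lower in Zbtb18-ES at an unadjusted p under 0.05 (camera adjusted p = 0.323 and 0.374). The means of Kdr, Sox17 and Foxa2 were at most 1.18 in any group. Of 11 Wnt target genes, 2 fell in Foxj3-ES and 3 in Zbtb18-ES (5 lower and 1 higher, and 6 lower, adjusted over the list alone), with camera adjusted p = 0.0381 and 0.00117 and adjusted p = 0.426 and 0.251 at an estimated correlation. The Wnt list in Foxj3-ES no longer passed without control replicate 2 (0.0818) or Foxj3-ES replicate 1 (0.0569), or after the correction for GC content and length (0.0645). Notum, a Wnt inhibitor and target gene, fell from 56.0 ± 3.43 to 15.1 ± 0.62 in Foxj3-ES, and Ccnd1 fell from 528 ± 67.3 to 297 ± 17.5 and 212 ± 30.5. Of 8 Notch target and pathway genes, 3 fell in each line (3 adjusted over the list alone in each; camera adjusted p = 0.0444 and 0.0132, and adjusted p = 0.402 and 0.261 at an estimated correlation). After the correction the Notch list had adjusted p = 0.141 and 0.0872, and in Foxj3-ES 0.105 without control replicate 2, ending also without Foxj3-ES replicate 2 or 3. Of its members, Dtx1 fell from 167 ± 30.0 to 90.7 ± 7.26 and 69.6 ± 5.60, and Notch1 fell by 1.06 and 0.98 on the log2 scale, with adjusted p of 0.0564 without Foxj3-ES replicate 1 and up to 0.0681 without any 1 Zbtb18-ES library. After the correction the log2 fold changes of Dtx1 were -0.24 and -0.39 (adjusted p = 0.265 and 0.0919, from -0.86 and -1.24), and those of Notch1 were -0.63 and -0.47 (adjusted p = 0.0172 and 0.0596). Of 23 genes of the FGF-ERK early response, 6 fell in Foxj3-ES and 7 in Zbtb18-ES (6 lower, and 10 lower and 3 higher, adjusted over the list alone), among them Ier2, from 1077 ± 252 to 414 ± 33.6 and 396 ± 104. That list had camera adjusted p = 0.0444 and 0.0178, adjusted p = 0.573 and 0.549 at an estimated correlation, and 0.28 and 0.295 after the correction, and its call ended in both lines without control replicate 2 (0.167 in Foxj3-ES), in Foxj3-ES without Foxj3-ES replicate 1 or 3 and in Zbtb18-ES without Zbtb18-ES replicate 1 (0.143). Of 25 genes of BAF chromatin remodelling complexes, Bcl7c and Smarcd1 fell in Foxj3-ES (1 adjusted over the list alone; camera adjusted p = 0.355), and Bcl7c, Smarcd1, Smarcb1 and Smarcc1 fell in Zbtb18-ES (5 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.105). The call of Bcl7c ended in Foxj3-ES without any control library, Foxj3-ES replicate 2 or 3 or Zbtb18-ES replicate 3 (adjusted p up to 0.102), and in Zbtb18-ES without any control library or Zbtb18-ES replicate 1 or 3 (up to 0.0926). That of Smarcd1 ended in Foxj3-ES without control replicate 1 or 3 or Foxj3-ES replicate 1 or 3 (up to 0.0724), that of Smarcb1 without any control or Zbtb18-ES library or Foxj3-ES replicate 2 (up to 0.142), and that of Smarcc1 without any control or Zbtb18-ES library (up to 0.092). After the correction the adjusted p was 0.266 and 0.0882 for Smarcd1, 0.0669 for Bcl7c in Foxj3-ES and 0.0901 for Smarcb1. The list leaves out the BAF genes among the candidates, Arid1a and Smarcd3, which fell in both lines.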

Gene ontology (GO) analysis indicated that 53 GO terms in Foxj3-ES and 54 GO terms in Zbtb18-ES were enriched (*P<*0.01; Supplementary Figures S5A, B). Foxj3 and Zbtb18 work synergistically to control neural differentiation, and thus the genes located in the four overlapping biological processes (i.e., nervous system development, central nervous system development, neuron fate commitment, and forebrain development) of the enriched GO terms were selected for analysis. A total of 37 candidate genes in the Foxj3-ES group and 39 candidate genes in the Zbtb18-ES group were present. Between these groups, 17 genes overlapped, namely *Arid1a*, *Camk2b*, *Chd7*, *Erbb2*, *Glis2*, *Gnao1*, *Id2*, *Ina*, *Map1s*, *Ndn*, *Numbl*, *Olig1*, *Olig2*, *Shank1*, *Smarcd3*, *Zic2*, and *Zic5.* We hypothesized that these genes contribute to RA-mediated neural differentiation. 

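In the RNA-seq values, 16 of the 17 genes fell in both lines and Id2 rose in both. Glis2, a zinc finger transcription factor gene, fell from a UQRPKM of 219 ± 38.8 (SD, n = 3 libraries) in control ESCs to 65.3 ± 8.07 (SD, n = 3) in Foxj3-ES and 66.1 ± 4.35 (SD, n = 3) in Zbtb18-ES, with log2 fold changes of -1.72 and -1.70 (standard error 0.18 for each, adjusted p = 0.000695 and 0.000938 from limma). Arid1a, a subunit gene of BAF complexes, fell from 512 ± 171 to 194 ± 56.5 and 174 ± 12.7 (adjusted p = 0.00727 and 0.00712). Camk2b, which encodes a subunit of a calcium-dependent kinase of synapses, fell from 181 ± 42.5 to 62.5 ± 11.3 and 77.2 ± 11.3 (adjusted p = 0.00273 and 0.0095). Id2 encodes an inhibitor of basic helix-loop-helix factors such as Olig1 and Olig2, and it rose from 106 ± 34.7 to 226 ± 22.5 and 303 ± 17.5 (adjusted p = 0.0113 and 0.00438). Map1s and Zic2 fell by 1.56 and 1.58 on the log2 scale in Foxj3-ES and by 1.62 and 1.28 in Zbtb18-ES. Gnao1, which encodes a G protein subunit of neurons, fell by 1.57 and 2.10 on the log2 scale, and Ndn by 1.15 and 1.40. The median log2 fold change of the 17 genes was -1.25 in Foxj3-ES and -1.50 in Zbtb18-ES, with adjusted p = 4.25e-10 and 4.13e-12 from camera at a preset correlation and adjusted p = 0.112 and 0.131 at an estimated correlation (0.00635 and 0.00386 before adjustment). The counts of 16 lower and 1 higher were the same when adjusted over the list alone. The study chose these genes from changes in these same libraries, so they are not independent evidence. Their GC content was high, with a median of 56.7%, which lay above that of 83.6% of protein-coding genes, and against the 3 controls genes of high GC content were lower than other genes in both lines. The median log2 fold change of the tenth of protein-coding genes with the highest GC content was -0.35 in Foxj3-ES and -0.55 in Zbtb18-ES, against 0.03 and 0.14 in the tenth with the lowest. Length showed a trend as well, with medians of -0.21 and -0.18 in the tenth with the longest transcripts against 0.28 and 0.11 in the tenth with the shortest. After a correction for GC content and length, 14 of the 16 genes passed the test in Foxj3-ES and 12 in Zbtb18-ES, where Map1s had an adjusted p of 0.098 and Zic2 of 0.0858. The log2 fold change of Map1s in Foxj3-ES was -0.91 after it (adjusted p = 0.0477). When single libraries were left out, at least 11 of the 16 passed in Foxj3-ES (11 without control replicate 3) and at least 14 in Zbtb18-ES (14 without Zbtb18-ES replicate 3). The calls that ended included Gnao1 in Foxj3-ES without any control library or Foxj3-ES replicate 1 or 2 (adjusted p up to 0.0949). The call of Ndn ended in Foxj3-ES without control replicate 1 or 3 or Foxj3-ES replicate 2 or 3 (up to 0.0915) and in Zbtb18-ES without control replicate 1 or Zbtb18-ES replicate 3 (up to 0.053).

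**Figure D2:**
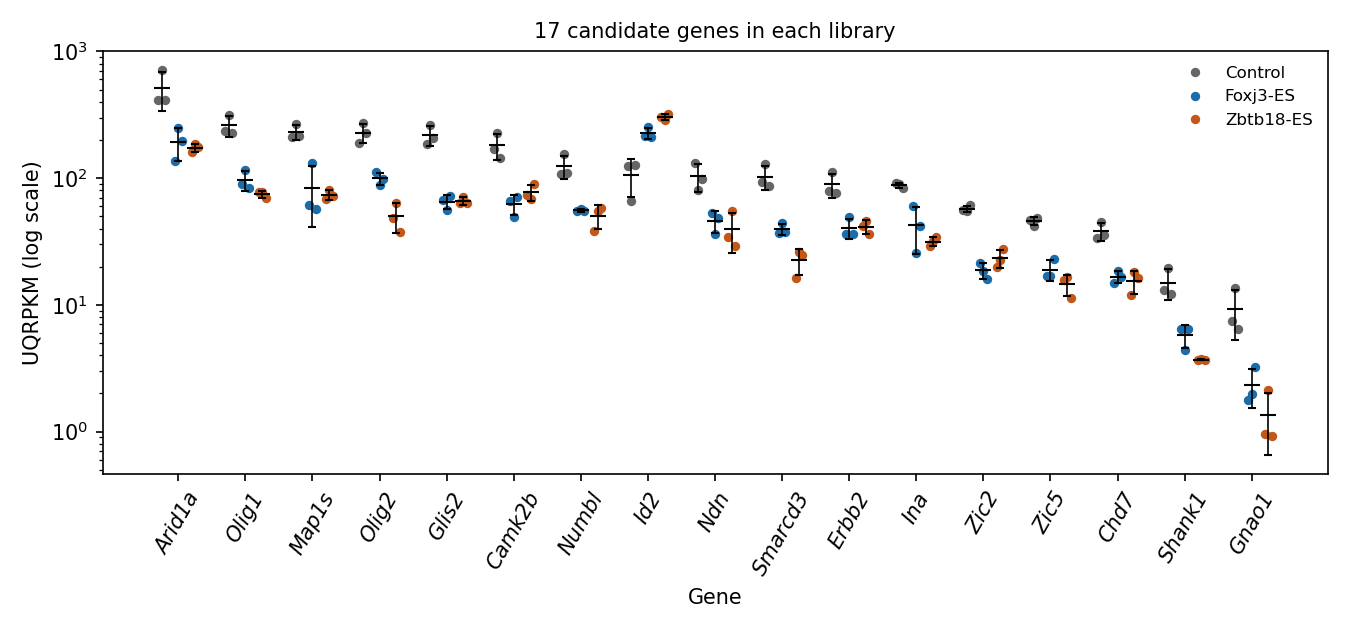
UQRPKM of the 17 genes on a log axis in control ESCs, Foxj3-ES and Zbtb18-ES. Points are single libraries and bars are means ± SD of 3 libraries, and Id2 is the gene whose mean is higher in both lines than in control ESCs.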

Their expression levels were verified through qRT-PCR (Supplementary Figure S5C; Supplementary Table S3).

To locate the core regulatory genes involved in neural regulatory networks, gene co-expression networks were constructed with the overlapping genes in the Foxj3-ES and Zbtb18-ES (Figure 6a). Core regulatory factors were then identified on the basis of the degree of differences between the control and Foxj3/Zbtb18-ES groups. The genes with a difference degree of more than eight were selected. Five genes, namely, *Olig1*, *Zic5*, *Erbb2*, *Numbl*, and *Olig2*, met the specification in the Zbtb18-ES group. Meanwhile, eight genes, namely, *Olig1*, *Shank1*, *Erbb2*, *Zic5*, *Smarcd3*, *Ina*, *Chd7*, and *Olig2,* met the specifications in the Foxj3-ES group. In addition, the following genes were present in both groups: *Olig1*, *Zic5*, *Erbb2*, and *Olig2* (Figures 6b and c). 

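The 5 genes that met the specification in a single line fell in both lines in the RNA-seq values. They are among the 17 genes that the study chose from changes in both lines in these same libraries, so these falls are not independent evidence. Numbl, a gene of the Numb family that acts on Notch signalling in neural progenitors, fell from a UQRPKM of 124 ± 26.4 (SD, n = 3 libraries) in control ESCs to 55.8 ± 1.44 (SD, n = 3) in Foxj3-ES and 50.4 ± 10.7 (SD, n = 3) in Zbtb18-ES (log2 fold changes -1.12 and -1.29, standard error 0.22 for each, adjusted p = 0.00905 and 0.00684 from limma). Smarcd3, a subunit gene of BAF complexes, fell from 103 ± 22.6 to 39.5 ± 3.91 and 22.5 ± 5.31 (adjusted p = 0.00721 and 0.00144), and its log2 difference between the lines was -0.81 (adjusted p = 0.154). Chd7, which encodes a chromatin remodeller, fell from 38.2 ± 6.14 to 16.6 ± 1.79 and 15.4 ± 3.15 (adjusted p = 0.018 and 0.0152), and in Foxj3-ES its adjusted p was 0.0536 without control replicate 3 and 0.0559 without Foxj3-ES replicate 1. Ina, a neurofilament gene, fell from 87.8 ± 4.10 to 42.4 ± 17.1 and 31.6 ± 2.54 (adjusted p = 0.0257 and 0.0119). Its call in Foxj3-ES ended without any library of the controls or Foxj3-ES other than Foxj3-ES replicate 1 (adjusted p up to 0.0797), and after the correction for GC content and length (log2 fold change -0.90, adjusted p = 0.0612). Shank1, which encodes a scaffold protein of excitatory synapses, fell from 14.9 ± 4.08 to 5.77 ± 1.21 and 3.71 ± 0.0433 (adjusted p = 0.0363 and 0.0125). Its call in Foxj3-ES ended without any 1 of the control or Foxj3-ES libraries or Zbtb18-ES replicate 3 (adjusted p up to 0.0949), and after the correction its log2 fold changes were -0.56 and -0.88 (adjusted p = 0.215 and 0.0776). All 3 libraries of each line lay below all 3 controls for Numbl, Smarcd3, Chd7, Ina and Shank1. This adds no support, since 1619 of the 1627 genes changed 2-fold in Foxj3-ES and 1344 of the 1346 in Zbtb18-ES had no overlap with the controls.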

We then performed qRT-PCR to validate the relationships of these genes with miR-219, Foxj3, and Zbtb18. As expected, *Olig1*, *Zic5*, *Erbb2*, and *Olig2* were upregulated two-fold to five-fold when the ESCs were induced by RA treatment or miR-219 mimics, whereas they were dramatically inhibited when Foxj3 or Zbtb18 was overexpressed (Figure 6d). These findings were consistent with the RNA-seq results. 

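All 4 genes fell in both lines in the RNA-seq values, and for each of them all 3 libraries of each line lay below all 3 controls. The study chose them from changes in these same libraries. The lack of overlap is not particular to them, since 1619 of the 1627 genes changed 2-fold in Foxj3-ES and 1344 of the 1346 in Zbtb18-ES showed it. Olig1 and Olig2 encode basic helix-loop-helix transcription factors of the oligodendrocyte and motor neuron lineages and lie near each other on chromosome 16, from 91269772 to 91271933 and from 91225457 to 91228677. Olig1 fell from a UQRPKM of 260.5 ± 49.4 (SD, n = 3 libraries) in control ESCs to 96.9 ± 17.6 (SD, n = 3) in Foxj3-ES and 74.9 ± 4.59 (SD, n = 3) in Zbtb18-ES, with log2 fold changes of -1.42 and -1.77 (standard error 0.18 for each, adjusted p = 0.00179 and 0.000938 from limma). Olig2 fell from 229 ± 40.8 to 99.4 ± 11.2 in Foxj3-ES and 50.0 ± 13.3 in Zbtb18-ES, with log2 fold changes of -1.19 and -2.19 (standard error 0.22 for each, adjusted p = 0.00763 and 0.000892). Its mean in Zbtb18-ES was lower than that in Foxj3-ES, a difference that did not pass the test (adjusted p = 0.0733). Zic5, a zinc finger transcription factor gene of the neural plate, lies on chromosome 14 from 122456795 to 122465677. It fell from 45.9 ± 3.40 to 18.9 ± 3.55 and 14.5 ± 2.71, with log2 fold changes of -1.25 and -1.61 (standard error 0.25 for each, adjusted p = 0.0114 and 0.00534). Erbb2, which encodes a receptor tyrosine kinase for neuregulin signals, lies on chromosome 11 from 98412470 to 98437716. It fell from 89.1 ± 19.5 to 40.5 ± 7.43 and 41.4 ± 5.00, with log2 fold changes of -1.11 and -1.07 (standard error 0.22 for each, adjusted p = 0.0109 and 0.0153). In Zbtb18-ES the adjusted p of Erbb2 was 0.0567 without Zbtb18-ES replicate 3, and after the correction for GC content and length its log2 fold change was -0.58 (adjusted p = 0.0627), and -0.71 in Foxj3-ES (adjusted p = 0.0264). The calls of Olig1, Olig2 and Zic5 held in both lines whichever single library was left out. The paper reports neural differentiation, with lower Oct4 and higher Nestin, after each of them was expressed from a plasmid (Figures 6e to g). From this it proposes that the 4 factors are part of neural regulatory networks. Of the 4, only Olig1 and Olig2 raised Map2 and Tuj1 in its experiments.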

To understand the roles of Foxj3, Zbtb18, and the four genes involved in transcription factor networks during RA-dependent neural differentiation, we examined the relative expression levels of these genes in the first 10 days of RA-induced differentiation (Supplementary Figure S6). The results showed tha*t Foxj3 and Zbtb18* exhibited a similar expression pattern, that is, their expression levels rapidly declined in the first 2 days, and the temporary increased, and finally returned to a relatively low level during neural differentiation (Supplementary Figures S6A, B). However, the expression levels of *Olig1* and *Olig2* progressively increased and a sudden rise was observed around day 7 after RA-induced neural differentiation (Supplementary Figures S6C, F). This effect may be attributed to the presence of glial cells and neurons on that day.

Furthermore, we evaluated whether these four genes are involved in the neural differentiation. As shown in Figures 6e–g, ESCs were differentiated into neural-type cells 48 h after expression of plasmids that encode Olig1, Zic5, Erbb2, or Olig2 were transfected, as characterized by the dramatic *Oct4* reduction and *Nestin* increase. These results suggested that these four factors are involved in neural regulatory networks. Notably, only Olig1 and Olig2 facilitate the expression levels of *Map2* and *Tuj1* (neural cell markers) in the ESCs (Figures 6e–g). We hypothesized that Olig1 and Olig2 are the most dominant downstream factors of miR-219-mediated neural differentiation. Olig1/2 overexpression and knockdown were performed to demonstrate the involvement of Olig1 and Olig2 in the downstream of the RA-miR-219-Foxj3/Zbtb18 pathway. The results showed that *Nestin, Map2*, and *Tuj1* dramatically increased in ESCs with overexpressed Olig1/Olig2, and the levels of neural differentiation were approximate to RA treatment (Figures 7a and b). Moreover, *Olig1/2*-knockdown ESCs cultured in the presence of RA or transfected with miR-219 mimics failed to differentiate into neural cells, as characterized by the reduction of *Oct4* and absence of significant increase in neural cell markers (*Map2* and *Tuj1*) (Figures 7c–e). These results indicated that Olig1 and Olig2 are the main factors regulated by miR-219 in RA-induced neural differentiation.

## Discussion

RA can induce various types of cells in a concentration-dependent manner. For example, a high RA concentration increases the rate of neural differentiation, whereas a low RA concentration induces cardiomyocyte differentiation of mESCS.^35^ Okada *et al.*^36^ reported that RA concentration regulates dorsoventral identity, that is, high RA concentration induces a dorsal phenotype, and low RA concentrations induces a ventral phenotype during *in vitro* mESC differentiation. A similar phenomenon was observed in human pluripotent stem cells, in which low-dose RA increased hematopoietic progenitor cell generation, whereas low-dose RA abrogated blood cell generation *in vitro.*^37^ Here, we found that 1 *μ*M RA is sufficient to induce mESCs that cultured without any stromal cell line, neural culture medium, or neural growth factors undergo neural differentiation.

During early embryonic development, RA can facilitate embryonic positioning along the embryonic axis by acting as an intercellular signaling molecule that guides the development of the posterior portion of the embryo.^18, 38^ Efforts have been undertaken to uncover the mechanism of the effects of RA in embryonic development. The most familiar mechanism is the binding of RA to RAR, which is bound to a DNA region called the RA response elements and affects the binding of other transcription factors.^39, 40, 41^ Moreover, RA acts through the *Hox* genes, which ultimately control the anterior and posterior patterns in early developmental stages.^13^ RA also affects the changes in the epigenetic marks on histones and creates a heritable change in chromatin responsiveness.^42, 43, 44^ Kashyap *et al.*^45^ reported that coincident with the RA-induced transcriptional activation of the *Hoxa* and *Hoxb* cluster genes, the epigenomic configuration of these clusters is rapidly remodeled by H3K4me3 and acH3. Notably, RA treatment stabilizes p53 in human ESCs, and p53 activates the expression levels of miR-34a and miR-145, which then repress the stem cell factors *Oct4, Klf4, Lin28a,* and *Sox2* and accelerate ESC differentiation.^46^ These findings suggested that miRNAs are important in the regulation of RA-associated differentiation of ESCs.

To this end, we characterized the expression of miRNAs in mESCs with RA treatment for 48 h. Our previous studies showed that ESCs start to differentiate irreversibly after RA pretreatment for 48 h and continued to do so even after RA withdrawal.^12^ Therefore, miRNAs with high expression levels during the early stage of RA induction may be critical in RA-induced neural directional differentiation of mESCs. We performed most of the experiments in J1 ESCs to investigate the miR-219-dependent neural regulatory networks, which was later confirmed in D3 and B6 ESCs and in C57BL/6 mice, to ensure that this finding is not a particular characteristic of a single cell line.

MiR-219 is necessary in promoting oligodendrocyte differentiation, and partially rescues oligodendrocyte differentiation defects caused by total miRNA loss.^31^ Kocerha *et al.*^47^ reported that miR-219 is important in the expression of behavioral aberrations associated with NMDA receptor hypofunction. Santa-Maria *et al.*^48^ found that miR-219 downregulation promotes neurodegeneration by targeting Tau. Recent studies have suggested that miR-219 regulates NPC proliferation and differentiation.^49, 50^ However, the specific role of miR-219 in RA-associated ESC differentiation is not elucidated. In this study, we found that miR-219 is sufficient in promoting neural differentiation by targeting *Foxj3* and *Zbtb18*. On the basis of the results of the RNA-seq performed on Foxj3-ESCs and Zbtb18-ESCs, we constructed three gene co-expression networks and identified 17 core genes that are functionally related to neurodevelopment. Interestingly, 16 of these genes were upregulated during neural differentiation, showing that most factors that dominate neural differentiation can be induced. We then demonstrated that Foxj3 and Zbtb18 are the molecular switches in the neurodevelopment system. Furthermore, we identified four critical genes by constructing gene co-expression networks. Two of them, namely, *Olig1* and *Olig2* might be the most essential elements in neural differentiation of ESCs. *Olig1*/*2*-knockdown ESCs cultured in the presence of RA or transfected with miR-219 mimics failed to differentiate into neural cells, as characterized by the absence of increase of neural cell markers (*Map2* and *Tuj1*). Notably, *Nestin* (neural stem cell marker) appeared in the *Olig1*/*2*-knockdown ESCs treated with RA or miR-219 mimics. This finding may be attributed to other factors or mechanisms involved in the miR-219-mediated neural differentiation apart from *Olig1*/*2*. However, this hypothesis requires validation through further experiments. Moreover, the mechanism of how RA upregulates miR-219 is not well understood. We speculate that histone demethylases accelerate DNA demethylation at the promoter region of miR-219, thereby increasing the expression level of miR-219 and facilitating neural differentiation. In addition to epigenetic modifications, other transcription factors can possibly mediate the effects of RA on miR-219 upregulation.^51^ Thus the involvement of histone demethylases or other transcription factors with the RA and miR-219 pathway is interesting for further investigation.

Overall, we discovered that functionally important gene expression changes mediated by miRNA contribute to RA-induced differentiation. We demonstrated that *Foxj3* and *Zbtb18*, two target genes of miR-219, are the main controls in neural differentiation of ESCs (Figure 8). Our findings illustrate the mechanism of miRNA-mediated neural differentiation of ESCs, as well as the plasticity and dynamic nature of the gene regulatory networks during neural differentiation. However, the Foxj3 and Zbtb18 regulatory activities dependent on other transcription factors remain unclear. The specific mechanism of Foxj3 and Zbtb18 for determining the fate of neural differentiation and the functional roles of Foxj3 and Zbtb18 in multiple biological processes requires further investigation.

## Materials and methods

### Ethic statement

This study was carried out in strict accordance with the Guidelines for the Care and Use of Animals of Northwest A&F University. All animal experimental procedures were approved by the Animal Care Commission of the College of Veterinary Medicine, Northwest A&F University. C57BL/6 mice were purchased from Xi’an Jiao-tong University, China. Five-week-old female athymic nude mice were purchased from The Fourth Military Medical University. Every effort was made to minimize animal pain, suffering, and distress, and reduce the number of animals used.

### Cell culture, transient transfection, and treatment

J1, R1, and D3 mESCs were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA), and grown adherent to plastic plates (Corning Costar, Cambridge, MA, USA) coated with matrigel (Geltrex, Thermo Fisher Scientific, San Jose, CA, USA) and maintained under a feeder-free and serum-free system. The ESC culture medium was composed of Knockout Dulbecco's modified Eagle's medium (Knockout DMEM, Thermo Fisher Scientific), 15% (v/v) Knockout Serum Replacement (Thermo Fisher Scientific), 1 × non-essential amino acids (Thermo Fisher Scientific), 100 *μ*M *β*-mercaptoethanol (Millipore, Bedford, MA, USA), 2 mM glutamine (Thermo Fisher Scientific), 50 units/ml penicillin, 50 *μ*g/ml streptomycin, and 1000 units/ml LIF (ESGRO, Millipore). The growth condition of mESCs was consistent throughout this study.

Plasmids were transfected with Xfect Transfection Reagent (Clontech, Palo Alto, CA, USA) following the manufacturer’s instructions. The transfection efficiency was monitored by a backbone vector with an extra eGFP element and calculated by flow cytometry. The average transfection efficiency was ~75%–85%, and the representative result is shown in Supplementary Figure S7. Double-stranded mmu-miR-219-5p (miRBase accession number MIMAT0000664, 5'-UGAUUGUCCAAACGCAAUUCU-3') mimics, single-stranded mmu-miR-219-5p inhibitors and their corresponding negative controls were purchased from GenePharma (GenePharma, Shanghai, China). Negative control siRNA and siRNAs that target *Foxj3*, *Zbtb18*, *Olig1*, and *Olig2* were chemically synthesized by Ribobio (Guangzhou, Guangdong, China). The knockdown efficiencies of siRNAs were verified by qRT-PCR and western blot (Supplementary Figure S8). The miRNAs and siRNAs were transfected with Lipofectamine RNAiMAX reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions. RA (all-*trans*-Retinoic acid, product number: R2625) was purchased from Sigma-Aldrich (St. Louis, MO, USA). A stock solution of 1 mM RA was prepared in absolute ethanol, stored at −20 °C, and protected from light. The working concentration of RA was 1 *μ*M. Culture medium and RA were changed daily and ESCs were passaged every 2–3 days at a 1 : 3–1 : 5 ratio according to cell density. A direct induction system without any stromal cell line, neural culture medium, or neural growth factors as neural inducer was performed to render the normal cultured ESCs a perfect control.

### Construction of plasmids

Full-length coding sequences of *Foxj3* (NCBI accession number NM_172699) and *Zbtb18* (NCBI accession number NM_001012330) were amplified from J1 cDNA. These fragments were inserted into pCMV-HA (Clontech; verified in Supplementary Figure S8), pCDH-MCS-T2A-Puro-MSCV (System Biosciences, Palo Alto, CA, USA), and pCAG-EGFP (kindly provided by Dr Wei Zhang) vectors. The 3′-UTR of *Foxj3* (1084 bp in length. Located at bases 2041–3124 refer to NM_172699.3; –34 to +1050 if consider base 2075 as the start site of UTR) and *Zbtb18* (936 bp in length. Located at bases 2886–3821 refer to NM_001012330.1; +1141 to + 2076 if consider base 1746 as the start site of UTR) were amplified from J1 cDNA and inserted into the psicheck-2 vector (Promega, Madison, WI, USA) through standard molecular cloning methods and confirmed by sequencing. All the primers used for plasmid construction are listed in Supplementary Tables S4 and S5.

### Luciferase assays

Luciferase assays were performed using the DLR Assay System (Promega) as previously described.^52^ In brief, ESCs were cotransfected with a luciferase reporter construct and internal control plasmid pRL-SV40 (Promega). Cells were lysed 24 h after transfection or treatment, and relative luciferase activities were measured by firefly luciferase luminescence divided by Renilla luciferase luminescence.

### Real-time qRT-PCR

We used qRT-PCR to analyze miRNA expression. Total RNA samples (including small RNA molecules) were isolated using mirVana miRNA Isolation Kit (Ambion, Austin, TX, USA). Purified RNA was reverse-transcribed using a miScript II RT Kit (Qiagen, Hilden, Germany). The expression of mature miRNAs was quantified using a miScript SYBR Green PCR Kit, which contained 10 × miScript Universal Primer (Qiagen), and was performed according to the manufacturer’s instructions. Quantization of U6 was performed to normalize miRNA expression levels.

We also used qRT-PCR to analyze gene expression. Total RNA samples were isolated using Trizol reagent (Invitrogen). Purified RNA was reverse-transcribed using a SYBR PrimeScript RT–PCR Kit (Takara, Otsu, Shiga, Japan). The expression of mRNAs was quantified using a SYBR Premix ExTaq II Kit (Takara). Real-time PCR was performed on an ABI StepOnePlus PCR system (Applied Biosystems, Foster City, CA, USA), and results were normalized to *β*-actin mRNA levels. Data were analyzed using the 2^−ΔΔCt^ method. Primer sequences used for qPCR are listed in Supplementary Tables S6 and S7.

### Western blot analysis

Western blot analysis was performed as previously described.^52^ Blots were probed with 1/1000 rabbit anti-Oct4 (#2788), 1/1000 rabbit anti-MAP2 (#4542) (Cell Signaling Technology, Beverly, MA, USA), 1/500 rabbit anti-Foxj3 (#SAB2100844), 1/500 rabbit anti-Zbtb18 (#SAB2103436), 1/1000 mouse anti-Nestin (#MAB5326), 1/1000 rabbit anti-Brachyury (#B8436), 1/2000 mouse anti-*β*-actin (#A5441) (Sigma-Aldrich), 1/1000 goat anti-Flk1 (VEGF receptor 2, #AF644; R&D Systems, Minneapolis, MN, USA), 1/1000 mouse anti-Sox17 (#ab192453), 1/1000 rabbit anti-Foxa2 (#ab108422) (Abcam, Cambridge, MA, USA), and 1/1000 mouse anti-Tuj1 (neuronal class III *β*-tubulin, #MMS-435P; Covance, Princeton, NJ, USA). Immunoblots were revealed by autograph using SuperSignal west pico substrate (Thermo Fisher Scientific). The relative intensity of the protein bands was quantified using Image J software (NIH, Bethesda, MD, USA) and calculated by samples normalized to the controls. All data were presented as mean±S.D. and derived from three independent experiments.

### RNA-seq and data analysis

Total RNA was extracted from Foxj3-ESCs or Zbtb18-ESCs by Trizol reagent (Invitrogen) separately. Then, the RNA samples were sent to Novel Bioinformatics company (Shanghai, China) for RNA-seq. The RNA quality was checked by Bioanalyzer 2200 (Agilent Technologies, Santa Clara, CA, USA) and kept at −80 °C. The RNA with RIN>8.0 is right for cDNA library construction. RNA libraries were prepared for sequencing using IonProton. The cDNA libraries were processed for the proton sequencing process according to the commercially available protocols. Data were submitted to the GEO archive. The accession number is GSE61748. All tested genes sorted by fold changes are listed in Supplementary Data s04-s06. Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG database. Fisher’s exact test was calculated to select the significant pathway, and the threshold of significance was defined by *P*-value and false discovery rate (FDR).^53^

GO analysis was performed to facilitate elucidating the biological implications of unique genes in the significant or representative profiles of the differentially expressed gene in the experiment. GO annotations were downloaded from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/), and the GO (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories and FDR was used to correct the *P*-values.

Gene co-expression networks were presented to find the relations among genes. Gene co-expression networks were built according to the normalized expression values of genes selected from genes in significant GO terms. For each pair of genes, we calculate the Pearson correlation and choose the significant correlation pairs (FDR<0.05) to constructed the network.^54^ Degree centrality is defined as the link numbers one node has to the other.^55^ While considering genes in different networks, core regulatory factors were determined by the degree differences (Dif degree) between control ESCs and Foxj3/Zbtb18-ES. K-cores were also introduced to simplify the graph topology analysis. K-core means that at least K other genes are connected to a node.^56, 57^

### Teratoma formation, H&E staining, and scoring method

The ESCs with stable expressions of Foxj3/Zbtb18 were pretreated with RA for 48 h, and injected to nude mice to generate teratomas. The differentiations of the three germ layers were analyzed by H&E staining. In brief, teratomas were fixed with 10% buffered formaldehyde for more than 24 h, embedded in paraffin, sectioned, and stained with H&E according to the standard procedure. To evaluate the potential of three germ layer differentiation, we generated nine teratomas from the control ESCs, RA-pretreated ESCs, and RA-pretreated Foxj3/Zbtb18-OE ESCs, respectively. We obtained 10 slices from each teratoma, and each slice was observed by three operators. Individual germ layer-specific tissue scores were added to calculate the germ layer score. The scores of the nine teratomas were added to determine the percentages of three germ layer differentiations of the control ESCs, RA-pretreated ESCs, or RA-pretreated Foxj3/Zbtb18-OE ESCs. The scoring of all the slices was performed by the same operators for consistency.

### Embryo preparation, microinjection, and immunohistochemistry analysis

For embryo preparation, C57BL/6 mice were maintained under controlled lighting conditions (12 h light : 12 h dark). After mating, the morning when the vaginal plug appeared was designated as embryonic day 0.5 (E0.5). Mouse zygotes were collected and denuded of cumulus cells. MiR-219 agomir, antagomir, and their corresponding negative controls were chemically synthesized (Ribobio) and diluted with a dilution buffer (Ribobio) to a final concentration of 5 nM. The Foxj3/Zbtb18 mRNAs were synthesized *in vitro* using the T7 Quick Coupled Transcription/Translation System (Promega) and adjusted to a final concentration of 50 ng/*μ*l according to the manufacturer’s instructions. Approximately 10 pl of miR-219 agomirs or Foxj3/Zbtb18 mRNAs were injected into the cytoplasm of the zygotes under a Zeiss Axio Observer Z1 fluorescence microscope (Carl Zeiss, Jena, Germany) equipped with an Eppendorf Transfer-Man NK2 micromanipulator (Eppendorf, Hamburg, Germany). The microinjected embryos were cultured in M16 (Sigma-Aldrich) medium at 37 °C at a humidified atmosphere containing 5% CO_2_ to enable their development to the blastocyst stage.

Pseudopregnant female mice (recipients) were mated with vasectomized males 3.5 days prior to embryo transfer. Well-developed blastocysts with similar morphologies were then selected for embryo transfer in each group. Twelve blastocysts were transferred to each recipient, with six embryos in each uterine horn.

Recipients were killed 3 or 4 days after embryo transplantation to recover E6.5 or E7.5 embryos. The embryos were dissected in DMEM with 10% FBS. The conceptuses covered with decidual mass were extracted from the uterus and fixed in 4% paraformaldehyde. The embryos were then processed for paraffin wax embedding. Then, sections with thickness of 5 *μ*m were obtained, dewaxed in xylene, and rehydrated through an ethanol series into PBS. The sections were incubated with mouse anti-Nestin (1 : 100, #MAB5326; Sigma-Aldrich) or rabbit anti-Oct4 antibody (1 : 100, #SAB2701972; Sigma-Aldrich) at 4 °C overnight, and then incubated with horseradish peroxidase-conjugated secondary antibody at room temperature for 2 h. Photographs were obtained with fluorescent microscope (Carl Zeiss).

### Statistical analysis

All data are presented as mean±S.D. and derived from at least three independent experiments. Statistical significances were analyzed using the Student’s *t-*test. A value of *P<*0.05 was considered significant.

### Data availability

All data in this paper have been deposited to the GEO of NCBI. The accession numbers are GSE54145 and GSE61748.

## Figures and Tables

**Figure 1:**
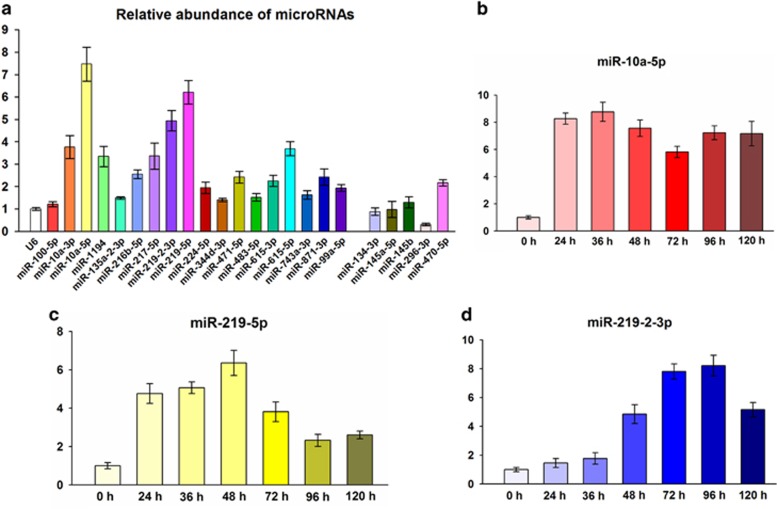
MiRNA expression changes in J1 ESCs induced by RA. (**a**) J1 ESCs were treated with RA for 48 h, and qRT-PCR was performed to determine the relative expression levels of 23 miRNAs. U6 served as the internal control. (**b–d**) Relative expression levels of miR-10-5p (**b**), miR-219 (**c**), and miR-219-2-3p (**d**) at different time points after RA treatment on ESCs. All data are presented as mean±S.D. and derived from three independent experiments

**Figure 2:**
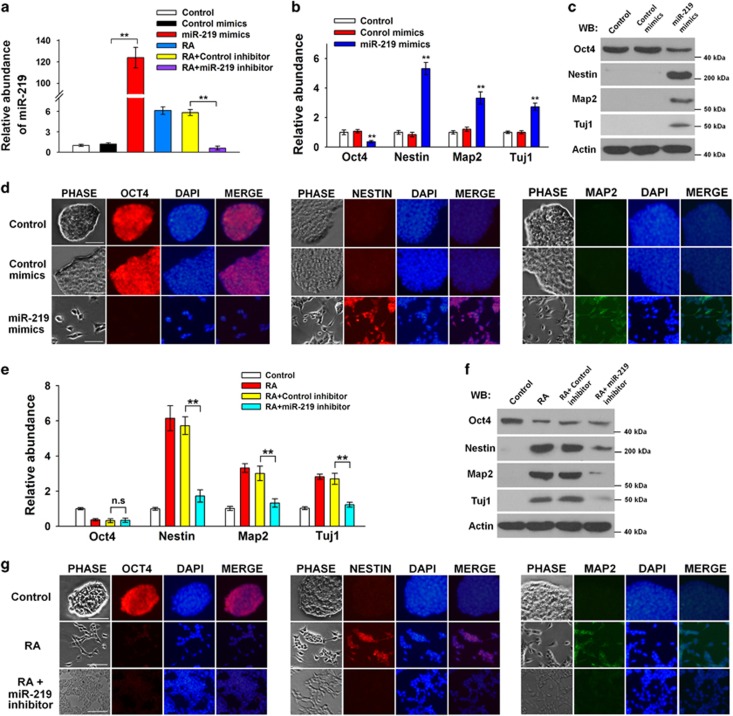
MiR-219 mediates ESCs to differentiate into neural cells. (**a**) Confirmation of the effects of miR-219 mimics and inhibitors. (**b**, **c**) ESCs were transfected with miR-219 mimics for 48 h; the relative levels of *Oct4*, *Nestin*, and *Map2* were detected through qRT-PCR (**b**) and western blot (**c**). (**d**) Immunofluorescence shows the abundance of Oct4, Nestin, and Map2, as well as the morphologies of the ESCs after transfection with miR-219 mimics for 48 h. (**e, f**) ESCs were pretreated with RA for 48 h and transfected with miR-219 inhibitors. The relative levels of *Oct4*, *Nestin*, and *Map2* were detected using qRT-PCR (**e**) and western blot (**f**). (**g**) Immunofluorescence shows the abundance of Oct4, Nestin, and Map2, as well as the morphologies of the ESCs pretreated with RA for 48 h and transfected with miR-219 inhibitors. **P<0.01; NS, no significance

**Figure 3:**
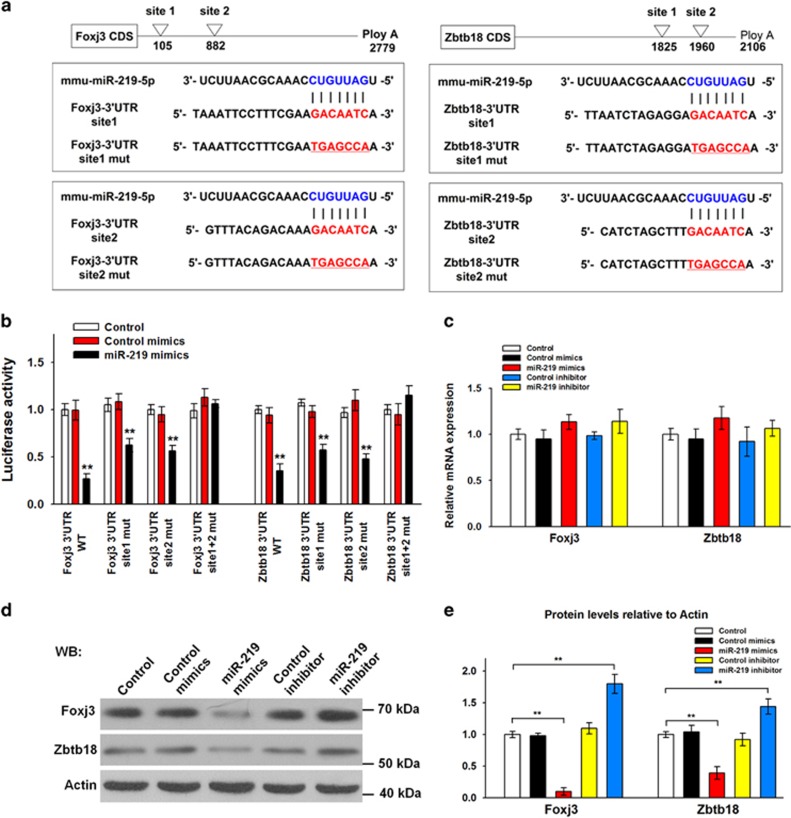
Foxj3 and Zbtb18 are the targets of miR-219**.** (**a**) 3′-UTR analysis of *Foxj3* and *Zbtb18* containing putative regions that match the seed sequence of miR-219. (**b**) At 24 h after NIH/3T3 fibroblast cells were transfected with miR-219 mimics, luciferase reporter constructs containing WT or MUT-type UTRs were transfected as indicated. Cell lysates were harvested for DLR assays. (**c**–**e**) MiR-219 mimics or inhibitors were transfected to ESCs. After 48 h, cells were harvested for qRT-PCR (**c**) and western blot (**d**) to detect the relative levels of *Foxj3* and *Zbtb18*. The relative intensities of the protein bands (**e**) were quantified with Image J software and calculated using the samples normalized to *β*-actin. All data are presented as mean±S.D. and derived from three independent experiments. Scale bars, 30 *μ*m. **P<0.01

**Figure 4:**
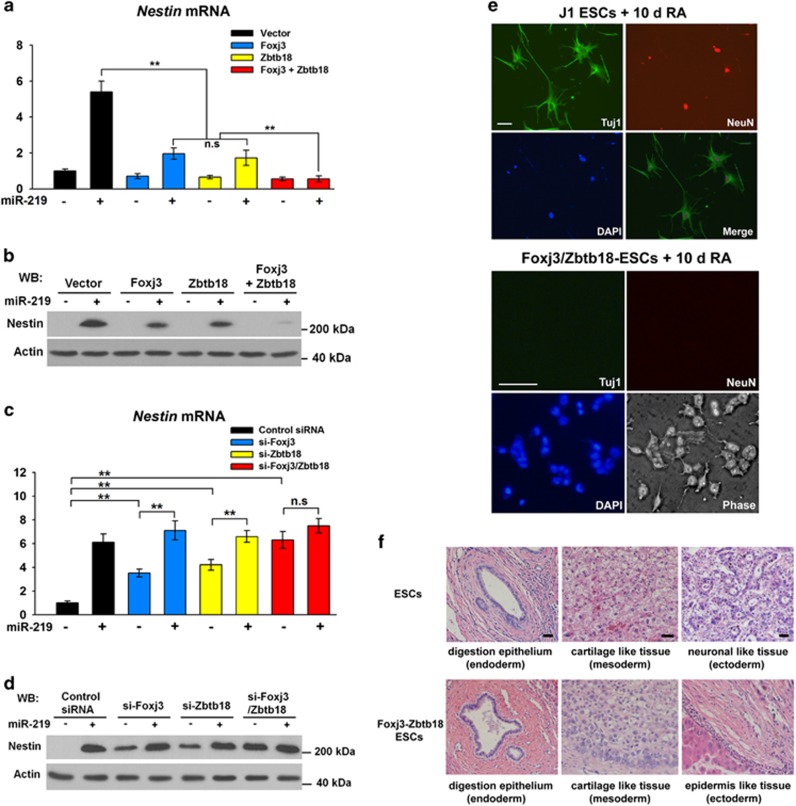
Foxj3 and Zbtb18 prevent ESCs from differentiating into neural cells**.** (**a**, **b**) ESCs were pretreated with miR-219 mimics for 24 h and followed by transfection of pCMV-Foxj3 or pCMV-Zbtb18 as indicated. After 48 h, the relative level of *Nestin* was detected through qPCR (**a**) and western blot (**b**). Actin served as the loading control. (**c**, **d**) ESCs were pretreated with miR-219 mimics for 24 h and followed by transfection of Foxj3-siRNA or Zbtb18-siRNA. After 48 h, the relative level of *Nestin* was detected through qPCR (**c**) and western blot (**d**). (**e**) Foxj3/Zbtb18-OE ESCs were induced by RA for 10 days. The morphology was observed and photographed. Scale bars: 100 *μ*m. (**f**) Control ESCs or Foxj3/Zbtb18-OE ESCs were pretreated with RA for 48 h and injected into nude mice to generate teratomas. The differentiations of the three germ layers were analyzed through H&E staining. Scale bars: 100 *μ*m. **P<0.01; NS, no significance

**Figure 5:**
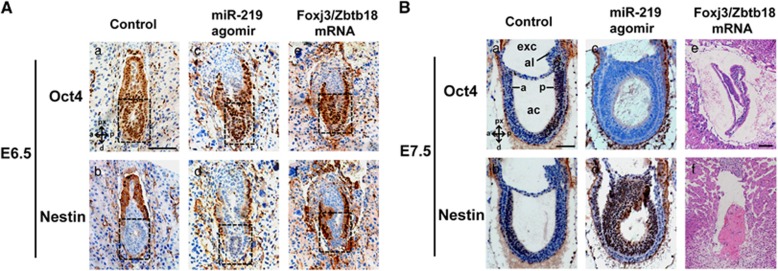
MiR-219 induces neural development in mouse embryos. MiR-219 agomirs, Foxj3/Zbtb18 mRNAs, and their corresponding negative controls were microinjected into the cytoplasm of zygotes as indicated. The expression patterns of Oct4 and Nestin in the serially sectioned E6.5 and E7.5 embryos were examined by immunohistochemistry analysis. (**A**) Immunohistochemistry analysis of the E6.5 embryos. Representative images are shown. Black dashed frames in E6.5 embryos indicate the embryonic region. (**B**) Immunohistochemistry (a–d) and H&E staining (e, f) analysis of E7.5 embryos. a and b show the representative control embryo and indicate how the embryonic region is organized and how the ectodermal and endodermal tissues can be distinguished. c and d show the representative abnormal miR-219-injected embryo, which exhibits a severe overdevelopment in its anterior region. (e, f) show representative abnormal Foxj3/Zbtb18 mRNA-injected embryo with disorganized embryonic region, apparent arrested development, or resorption. Full images of serially sectioned embryos are shown in Supplementary Figure S4. a, anterior; ac, amniotic cavity; al, allantois; d, distal; exc, exocoelomic cavity; p, posterior; px, proximal. Scale bars, 200 *μ*m

**Figure 6:**
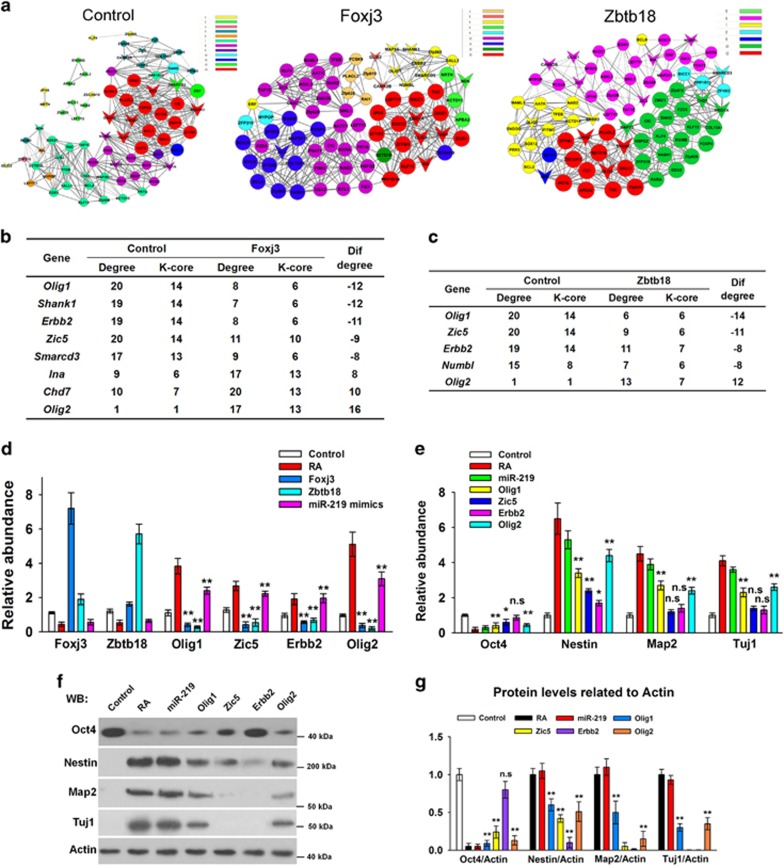
Olig1, Zic5, Erbb2, and Olig2 participate in neural regulatory networks. (**a**) Co-expression networks of differentially expressed genes in the control, Foxj3-ES, and Zbtb18-ES groups. The overlapping genes were selected to construct gene co-expression networks. Sixteen genes located in the four focused GO terms are arrow-shaped. Solid lines, positively corrected; dashed lines, negatively corrected. (**b, c**) The genes with difference degrees above eight between Foxj3-ES (**b**) or Zbtb18-ES (**c**) and control ESCs. (**d**) The relative levels of *Olig1*, *Zic5*, *Erbb2*, and *Olig2* in the ESCs were detected through qRT-PCR. The ESCs were treated or transfected with RA, pCMV-Foxj3, pCMV-Zbtb18, or miR-219 for 48 h. (**e–g**) Relative levels of *Nestin* and *Map2* were detected through qRT-PCR (**e**) and western blot (**f**) in ESCs transfected with Olig1-, Zic5-, Erbb2-, or Olig2-encoding plasmids for 48 h. Relative intensities of protein bands (**g**) were quantified by using Image J software and calculated by using the samples normalized to *β*-actin. All data are presented as mean±S.D. and derived from three independent experiments. *P<0.05; **P<0.01; NS, no significance

**Figure 7:**
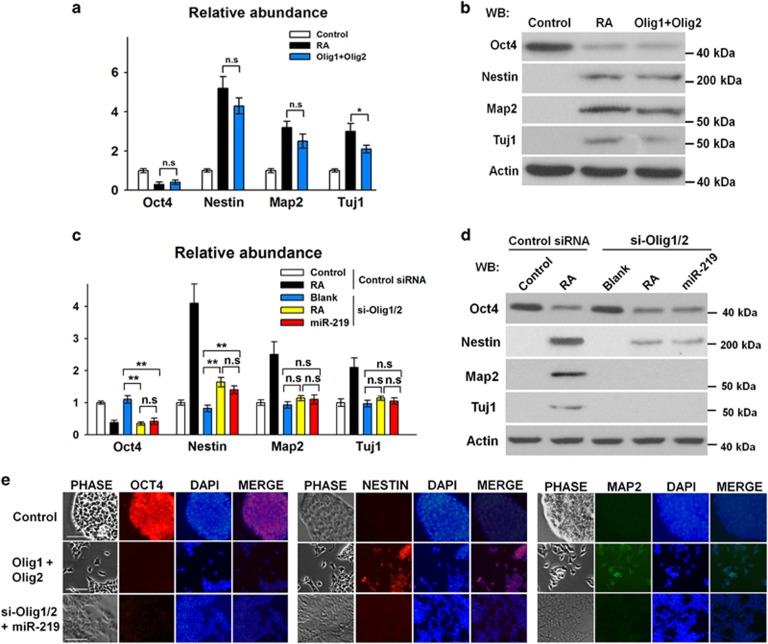
Olig1 and Olig2 are critical to miR-219-mediated neural differentiation. (**a, b**) Relative levels of *Nestin*, *Map2,* and *Tuj1* were detected through qRT-PCR (**a**) and western blot (**b**) in ESCs transfected with Olig1/Olig2-encoding plasmids for 48 h. (**c, d**) ESCs were transfected with siRNAs that were targeted to *Olig1*/*Olig2* for 12 h and treated with RA or miR-219 mimics for another 36 h. Relative levels of *Nestin*, *Map2*, and *Tuj1* were detected through qRT-PCR (**c**) and western blot. (**e**) Immunofluorescence shows the abundance of Oct4, Nestin, and Map2, as well as the morphologies of ESCs transfected with Olig1/Olig2 or miR-291 mimics. **P<0.01; NS, no significance

**Figure 8:**
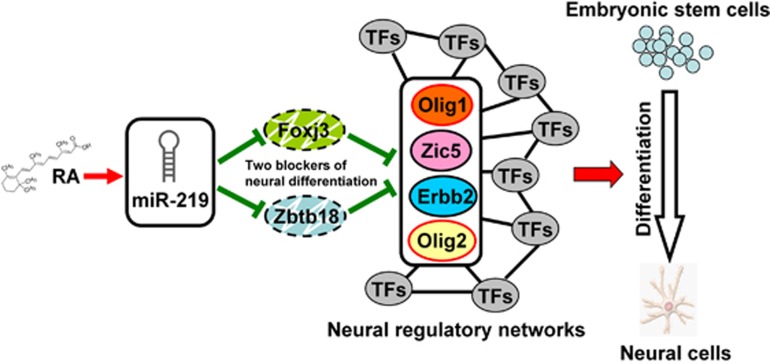
Schematic representation of RA-induced neural differentiation of ESCs. RA treatment led to upregulation of miR-219, which targeted Foxj3 and Zbtb18. Downregulation of Foxj3 and Zbtb18 resulted in the activation of Olig1, Zic5, Erbb2, and Olig2. The neural regulatory networks were triggered, and the neural directional differentiation of ESCs was determined. TF, transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

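RNA-seq values of 9 libraries were used, 3 each of control J1 ESCs, Foxj3-ES and Zbtb18-ES, all undifferentiated. Every column of values in the deposited table was mapped to 1 of these libraries by its group and replicate number. The authors had total RNA sequenced on an Ion Proton and deposited RPKM values scaled by the upper quartile of each library (UQRPKM) for 44788 genes. The processing notes of the submitters name mm10 and DESeq without versions, and the aligner, the counting step and the gene annotation are not given in the sources used here. From the deposited RPKM values, log2(UQRPKM + 1) was computed here, with no further scaling. A count test was not used, since the values are not counts.

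The reads behind the values were estimated from the steps between low values, as the paper's text and the labels give no number of reads. The estimates ranged from 19290000 to 27080000 reads per library, and they rest on gene lengths from GENCODE M21, which may differ from those the authors used. No 2 libraries held identical values. Symbols were matched to GENCODE M21 (GRCm38, mm10), which gave 30935 genes by symbol and 1192 more through a table of older symbols, and 12661 had no match. Coordinates, lengths and GC content came from that annotation and genome, and 19282 of the tested genes had both a length and a GC content.

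limma 3.58.1 in R 4.3.3 was fitted with a trend of the spread on the mean to 22268 genes with a value of at least 1 in at least 3 of the 9 libraries. All 9 libraries entered 1 fit without a replicate block, and the comparisons were each line with control and Zbtb18-ES with Foxj3-ES. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and each adjusted p of a gene in the text comes from limma. The paper gives P < 0.05 with a 2-fold change for its counts, and the values in its supplementary tables are all adjusted. Here genes changed 2-fold had an adjusted p under 0.05 and a fold change of at least 2, and a single gene was said to rise or fall at an adjusted p under 0.05. Camera, from limma, tested 34 gene lists against all other genes with a preset correlation of 0.01, adjusted over the 34 lists, and again with a correlation estimated for each list, adjusted in the same way. Named genes were chosen by a rule: the genes that the paper names in its RNA-seq results, the markers that it follows elsewhere, the 8 genes that rose and the 8 that fell most in each line, and 2 to 4 members with the largest change of each list. The genes that rose or fell most had 3 libraries outside the range of the controls and a mean of at least 10 in the higher group, and predicted genes, unnamed clones, pseudogenes and microRNAs were left out. Not every gene that this rule gave is named in the text. The lists, this rule and the alternatives were set before the data were examined, except where the text says otherwise, although the paper's supplementary tables had been seen.

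The test was tried first on simulated data, in which 200 genes were changed 2-fold or 4-fold. All 9 libraries were simulated 100 times with no gene changed, and both comparisons used the same simulated controls. This gives the correlation of fold changes that shared controls bring. It does not give their share of the overlap, since hardly any gene can be called in such data. Alternatives covered the pseudocount, the filter, the scaling of the libraries, the libraries in the fit, the pooling of the spread, the threshold, a replicate block, a correction for GC content and length by a smooth curve with a span of 0.3 in each library, and each library left out in turn. Exact permutation tests of 3 libraries against 3 were two-sided and cannot give a p below 0.1. Gene ontology enrichment and co-expression networks were not analysed here, and neither were the paper's qRT-PCR, luciferase and embryo data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the tables and plots.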

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

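The tests of a swap of labels, of too few reads and of dilution by the whole transcript for the targeted genes, and of GC content and length for the candidates, were chosen only after the results were seen.

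Neither line had a called rise of the transcript it was made to express. For a swap of the labels of the lines, Foxj3 was expected to be higher in the libraries labelled Zbtb18-ES than in those labelled Foxj3-ES. It was lower there (log2 difference -0.67, with a 95% interval below 0, although the adjusted p from limma was 0.123). This cannot decide on a swap, since Foxj3 had no called rise over control in either line. Part of the difference came from a mean in Zbtb18-ES below that of the controls. Too few reads for a 2-fold rise are argued against for Foxj3, since the upper 95% bound of its log2 fold change was 0.67, but not for Zbtb18, whose bound was 1.13 and whose sign turned without Zbtb18-ES replicate 2 (-0.24). Dilution of a construct that holds the coding sequence alone cannot be told apart from an absent rise, since the bounds allow the coding RNA to be up to 2.51 times higher for Foxj3 and 4.73 times for Zbtb18. A lower expression of the construct in these cultures stays open and was not tested, and the paper's text gives no level of either transcript in these lines.

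The 16 candidate genes that fell have a high GC content, and control replicate 2 stood apart from the other controls along GC content. After the correction for a trend with GC content and length, the median log2 fold change of the 16 was -0.96 in Foxj3-ES and -1.10 in Zbtb18-ES (from -1.29 and -1.56). The study chose these genes from changes in these same libraries, so some fall was likely to remain whatever its cause. The correction therefore cannot decide whether such a trend was the whole cause. The correction ended the calls of Ina and Shank1 in Foxj3-ES and of Erbb2, Map1s, Shank1 and Zic2 in Zbtb18-ES, because their folds became smaller and their standard errors changed less. In Foxj3-ES, Ina went from -1.11 (standard error 0.28) to -0.90 (standard error 0.29) and Shank1 from -1.22 (standard error 0.34) to -0.56 (standard error 0.29). In Zbtb18-ES, Map1s went from -1.62 (standard error 0.28) to -0.77 (standard error 0.27) and Zic2 from -1.28 (standard error 0.23) to -0.75 (standard error 0.25). Erbb2 went there from -1.07 (standard error 0.22) to -0.58 (standard error 0.18) and Shank1 from -1.73 (standard error 0.34) to -0.88 (standard error 0.29). In the fits without control replicate 2, 13 of the 16 passed in Foxj3-ES (without Gnao1, Ina and Shank1, at adjusted p up to 0.0949) and 16 in Zbtb18-ES. The other libraries in these fits also served to choose the genes. The fits therefore show only that most of the calls did not rest on control replicate 2. An effect of the expressed factors and a difference between the lines and the control that came with making the lines stay open, and the design does not separate them.

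Y-linked transcripts, which the paper does not report on, were nearly absent from Foxj3-ES replicate 3 and low in Zbtb18-ES replicate 1. Eif2s3y stood at 3.08 and 18.6 in these libraries against 231 to 548 in the other 7, and Ddx3y at 1.17 and 3.11 against 16.1 to 120, whereas Uba1y stood at 6.74% and 59.1% of the mean of the other 7. Lower depth or capture is argued against, since 0% of 3684 autosomal genes of a level like that of Eif2s3y fell as far below their mean in both libraries (under 20% of it). Cells of a female line with 2 active X chromosomes are argued against by X-linked genes, whose median log2 deviation relative to autosomal genes was -0.11 (standard error 0.0304) and 0.0411 (standard error 0.0297). Loss of the Y chromosome in culture and a sample from another line without 2 active X chromosomes stay open, and the design names no biological explanation that could be tested.

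The numbers of genes changed 2-fold in the real groups were set beside those in the other 9 splits of the same 6 libraries into 3 and 3, and 1 of the 10 splits reached the real number in each comparison, the real one itself. The real numbers were 1627 in Foxj3-ES, 1346 in Zbtb18-ES and 121 between the lines, against at most 4, 4 and 6 in another split. 10 splits are too few for a share under 0.05.

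Some gene lists outside those the paper discusses rose against control. The median log2 fold change in Foxj3-ES was 0.79 for ribosomal proteins (29 of 54 genes higher, 40 adjusted over the list alone; camera adjusted p = 5.21e-18, adjusted p = 0.273 at an estimated correlation), 0.48 for oxidative phosphorylation (19 of 50, 23 higher and 1 lower adjusted over the list alone; adjusted p = 5.74e-10, adjusted p = 0.112 at an estimated correlation, with a median of 0.26 after the correction for GC content and length) and 0.40 for hypoxia and glycolysis (9 of 25, 9 higher and 1 lower adjusted over the list alone; adjusted p = 0.00105, adjusted p = 0.402 at an estimated correlation, 0.293 after quantile normalization, and a median of 0.25 without control replicate 3). For the unfolded protein and integrated stress response it was 0.22 (5 higher and 1 lower of 21, 6 and 2 adjusted over the list alone; adjusted p = 0.0444, adjusted p = 0.558 at an estimated correlation), with 0.36 without control replicate 2 and -0.12 after rescaling to the same sum. This last call ended without control replicate 1 or 3, Foxj3-ES replicate 1 or 3 or Zbtb18-ES replicate 1, at adjusted p up to 0.138. In Zbtb18-ES the median was 0.36 for ribosomal proteins (10 of 54, 11 adjusted over the list alone; adjusted p = 3.87e-06, adjusted p = 0.471 at an estimated correlation, and 0.0524 after quantile normalization), 0.28 for oxidative phosphorylation (11 higher and 1 lower of 50, 13 and 3 adjusted over the list alone; adjusted p = 0.000449, adjusted p = 0.316 at an estimated correlation, and 0.155 after the correction for GC content and length) and 0.49 for trophoblast genes (2 of 13, 2 adjusted over the list alone; adjusted p = 0.045, adjusted p = 0.471 at an estimated correlation). The trophoblast call ended without control replicate 1 (0.128) or 3 (0.144), Foxj3-ES replicate 2 or Zbtb18-ES replicate 1 or 3 (0.127). Rps23 rose from a UQRPKM of 2198 ± 133 (SD, n = 3) to 6181 ± 1041 (SD, n = 3) in Foxj3-ES and 4197 ± 720 (SD, n = 3) in Zbtb18-ES, Atp5l from 1175 ± 379 to 4422 ± 593 and 5157 ± 1557, Uqcrb from 824 ± 103 to 2953 ± 218 and 2119 ± 466, and Ddit3 from 94.3 ± 30.3 to 380 ± 123 and 259 ± 20.1. The rise of Uqcrb in Zbtb18-ES had an adjusted p of 0.0521 after the correction. Ribosomal protein genes have many processed pseudogenes that can share their reads.

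Gene lists also differed between the lines by camera at the preset correlation, and none did at an estimated correlation, where the lowest adjusted p was 0.341. The median log2 difference of Zbtb18-ES from Foxj3-ES was -0.39 for ribosomal proteins (adjusted p = 1.03e-10), 1.67 for genes of the 2-cell-like state (6.19e-07), -0.31 for cholesterol synthesis and uptake (1.14e-06), -0.51 for the unfolded protein and integrated stress response (2.04e-05), -0.25 for oxidative phosphorylation (0.000159) and -0.56 for replication-dependent histones (0.00039). It was -0.54 for imprinted genes (0.00482), -0.57 for neuron genes (0.0051), -0.61 for the formative and primed epiblast (0.00703), -0.20 for hypoxia and glycolysis (0.00777), 0.35 for naive pluripotency (0.0193) and 0.30 for Nodal signalling (0.0268). Few single members passed: 2 ribosomal protein genes and 1 gene of the formative and primed epiblast were lower, 1 gene each of naive pluripotency and Nodal signalling was higher, and limma called 0 members of the other 8 lists. Adjusted over the list alone, 9 genes of the 2-cell-like state were higher, and 9 genes of ribosomal proteins, 8 of the stress response, 7 each of cholesterol and neurons, 4 imprinted genes, 3 of the formative and primed epiblast and 1 each of oxidative phosphorylation, histones and hypoxia were lower. Of naive pluripotency 4 were higher and 1 lower in this way, of Nodal signalling 1 was higher and of neurons 1 was higher. Of the genes that differed between the lines, those named in the text were Msln (log2 difference 2.83), Lef1 (-2.08, adjusted p = 0.013), Lefty2 (1.25, adjusted p = 0.0252), Notum (1.19, adjusted p = 0.0372), Hnf4a (3.49, adjusted p = 0.00763) and Lin28a (-0.82, adjusted p = 0.0497). The difference of Lef1 ended without Foxj3-ES replicate 2 or Zbtb18-ES replicate 3 (adjusted p up to 0.062), and that of Lefty2 without Foxj3-ES replicate 2 or 3 or any Zbtb18-ES library (up to 0.116). Those of Notum and Lin28a ended without any 1 library other than control replicate 2 (up to 0.178 and 0.127), and that of Trnad-guc without control replicate 3 or any library of the 2 lines (up to 0.178). Snord73a and Trnad-guc, also named in the text, differed too, with fitted values of 6.53 and 4.69 that are no folds, since both were listed at 0 in all Foxj3-ES libraries. Snord73a stood at 92.4, 101 and 81.7 in Zbtb18-ES and Trnad-guc at 21.8, 19.9 and 35.1. Both are short RNAs, so these values rest on fewer reads than the same values of longer genes.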

How the results depend on the processing

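The fits of genes typed as mRNA alone and without Foxj3-ES replicate 3 and Zbtb18-ES replicate 1 were chosen only after the results were seen; the cause of the changes below was not tested, except that the looser thresholds and smaller sets of genes or libraries change the counts by construction. The genes changed 2-fold in Foxj3-ES (1627) numbered 2561 after rescaling to the same sum, 1063 with no pooling of the spread, 2577 with the unadjusted p, 3241 with no fold limit, 1010 with the replicate block and the GC and length correction, 1042 with mRNA genes alone, and 1079 to 1583 without single libraries. Those in Zbtb18-ES (1346) numbered 764 with no pooling, 2429 with the unadjusted p, 2629 with no fold limit, 853 with the GC and length correction, 752 with that correction and the block, 777 without the 2 libraries named above, and 826 to 1373 without single libraries. Those between the lines (121) numbered 75 with no filter, 35 with no pooling, 1441 with the unadjusted p, 57 with the replicate block, 210 with the correction, 223 with mRNA genes alone, 68 without the 2 libraries, and 22 to 185 without single libraries. Single libraries moved a count by more than 1.5 times in Foxj3-ES (control replicate 1), in Zbtb18-ES (control replicate 1 and Zbtb18-ES replicates 1 and 3) and between the lines (control replicates 2 and 3, Foxj3-ES replicates 1 and 2, and Zbtb18-ES replicates 2 and 3). The genes called the same way in both lines (641) numbered 365, 1088 and 1562 with no pooling, the unadjusted p and no fold limit, 363 and 321 with the correction alone and with the block, 400 with mRNA genes alone, 370 without the 2 libraries, and 435 to 576 without single libraries. Of the 16 candidates, 11 to 16 passed in Foxj3-ES and 14 to 16 in Zbtb18-ES without single libraries, and at least 11 in each line under every other alternative. The sign turned for Foxj3 (-0.087) and the stress response list in Foxj3-ES (-0.12) after rescaling to the same sum, for Pou5f1 in Foxj3-ES after quantile normalization (-0.25), for Gfap in Foxj3-ES without control replicate 2 (0.30, with a range of -0.47 to 0.30 over single libraries) and for Zbtb18 without Zbtb18-ES replicate 2 (-0.24). Foxj3 ranged from 0.15 to 0.44 and Zbtb18 from -0.24 to 0.69 without single libraries. Of the 131 results of named genes past the test against control that were followed through the alternatives, 91 passed whichever library was left out, as did 18 of 27 gene lists, and all 27 lists ended with the estimated correlation. The lists could not be tested with no pooling of the spread. Little pairing of the libraries by replicate number was seen. Of 9 pairs with the same number, correlations of their deviations ran from -0.14 to 0.19 with 2 above 0.1, and 3 of 9 libraries correlated best with their own number. These values cannot show whether libraries with the same number were prepared together. Depth limits genes of about 2000 bases below a UQRPKM of about 1, where a value rests on few reads. In shorter genes, such as those of tRNA and small nucleolar RNA, 1 read is worth more, so the limit lies at higher values.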

Differences from the paper's values

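The fit of mRNA genes alone was chosen only after the results were seen. For Zbtb18-ES against Foxj3-ES, the paper's supplementary table lists 251 genes changed 2-fold (the paper's value), 133 of them higher and 118 lower (the paper's values), and 121 were found here, 65 higher and 56 lower. Both use an adjusted p under 0.05 and 2-fold. Of the alternatives set before the data were examined, the fit without control replicate 2 (185 genes, 92 higher and 93 lower) and the correction for GC content and length (210 genes, 114 higher and 96 lower) did not differ from the paper's numbers by more than 1.5 times. Rescaling to the same sum came within that range for the higher genes alone (117) and no fold limit for the lower genes alone (80), and 22 of 24 alternatives still differed for all genes. The fit of genes typed as mRNA alone, which was chosen after the results were seen, gave 223 genes (105 higher and 118 lower), also within 1.5 times of the paper's numbers, but it drops 30 of the 251 genes that the paper lists. Of the 251 genes, 249 were tested here and 94 were called the same way, with 0 called the opposite way and 27 called here that the paper's table does not list.

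For Gnao1 in Zbtb18-ES, the paper's log2 fold change in its supplementary table is -2.71 (the paper's value), and it was -2.10 here, on the scale of log2(UQRPKM + 1), which understates changes of low values. With a pseudocount of 0.1 it was -2.71, and it did not differ from the paper's value by more than the standard deviation between replicates in the fit after rescaling to the same sum (-2.24), after quantile normalization (-2.20) or without control replicate 1 (-2.20), control replicate 3 (-2.29) or Zbtb18-ES replicate 2 (-2.33). Under the other 17 of 23 alternatives it still differed by more than that standard deviation, which is larger than the standard error of the fold change.

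The numbers for each line against control were within 1.5 times of the paper's. Of the paper's 1331 genes in Foxj3-ES (the paper's value), 1324 were tested here and 1197 were called the same way, and of its 1175 genes in Zbtb18-ES (the paper's value), 1165 were tested and 999 were called the same way, with 0 called the opposite way in either line. Called here and not listed by the paper were 430 and 347 genes. The paper describes the lines as stably expressing Foxj3 or Zbtb18, and the transcript values did not show a called rise of either gene (log2 fold change 0.26 for each, adjusted p = 0.388 for Foxj3 and 0.715 for Zbtb18).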

Other observations

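The tests reported in this part were all set before the data were examined. Some genes of cholesterol synthesis and uptake fell in both lines, 4 of 22 in Foxj3-ES and 15 of 22 in Zbtb18-ES (7 and 17 adjusted over the list alone), with camera adjusted p = 0.00543 and 6.94e-10 and adjusted p = 0.475 and 0.221 at an estimated correlation. Some replication-dependent histone genes fell too, 11 of 58 in Foxj3-ES and 19 in Zbtb18-ES (13 and 21 adjusted over the list alone), with camera adjusted p = 0.00938 and 4.76e-08 and adjusted p = 0.573 and 0.379 at an estimated correlation. In Foxj3-ES the histone list had an adjusted p of 0.0543 without Foxj3-ES replicate 2 and of 0.112 after rescaling to the same sum. These genes share sequence with each other and their RNA carries no poly(A) tail. Hist1h2ah fell by 2.09 and 2.38 on the log2 scale (adjusted p = 0.0083 and 0.0065). Of 24 genes of proliferation, limma called 0 in Foxj3-ES (4 higher at an unadjusted p under 0.05; camera adjusted p = 0.312) and 3 lower in Zbtb18-ES (3 adjusted over the list alone; adjusted p = 0.815).

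Of 16 genes of the 2-cell-like state, 2 fell in Foxj3-ES (3 adjusted over the list alone; camera adjusted p = 0.00105, adjusted p = 0.558 at an estimated correlation), a call that ended after rescaling to the same sum, and limma called 0 in Zbtb18-ES (1 lower at an unadjusted p under 0.05; camera adjusted p = 0.566). Zscan4e stood at a UQRPKM of 7.22 ± 3.91 (SD, n = 3 libraries) in control ESCs, 0.568 ± 0.983 (SD, n = 3) in Foxj3-ES and 8.44 ± 4.74 (SD, n = 3) in Zbtb18-ES, and its adjusted p of 0.0203 in Foxj3-ES exceeded 0.05 without control replicate 1 or 3 or Foxj3-ES replicate 1 or 2 (up to 0.0777). Krt19, which is on the trophoblast list, rose from 133 ± 15.9 to 559 ± 98.3 and 460 ± 225 (adjusted p = 0.00416 and 0.0133), and in Foxj3-ES that list had 2 of 13 genes higher (4 adjusted over the list alone; camera adjusted p = 0.079). Of 20 genes of extraembryonic endoderm, 2 rose and 1 fell in Foxj3-ES and 2 rose and 2 fell in Zbtb18-ES (the same numbers adjusted over the list alone; camera adjusted p = 0.969 and 0.766). Among them Tfpi rose from 48.1 ± 7.12 to 148 ± 13.7 and 201 ± 21.5, and Hnf4a rose in Zbtb18-ES from 1.59 ± 0.862 to 15.3 ± 3.17 (adjusted p = 0.00484). The imprinted gene H19 rose from 81.9 ± 15.3 to 330 ± 53.2 and 173 ± 47.4 (adjusted p = 0.00117 and 0.0198, the latter up to 0.0719 without control replicate 1 or 3 or Zbtb18-ES replicate 1 or 3), while of 25 imprinted genes 3 rose and 2 fell in Foxj3-ES and 3 rose and 3 fell in Zbtb18-ES (3 and 2, and 3 and 6, adjusted over the list alone; camera adjusted p = 0.386 and 0.277).

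The lists of the response to retinoic acid, BMP-Id genes, fibroblasts and feeder cells, p53 targets, skeletal muscle, epidermis, germ line and Y-linked genes did not pass camera in either line, with adjusted p from 0.186 to 0.969 apart from the germ line list in Zbtb18-ES (0.0506).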
